# Alveolar repair following LPS-induced injury requires cell-ECM interactions

**DOI:** 10.1172/jci.insight.167211

**Published:** 2023-07-24

**Authors:** Jennifer M.S. Sucre, Fabian Bock, Nicholas M. Negretti, John T. Benjamin, Peter M. Gulleman, Xinyu Dong, Kimberly T. Ferguson, Christopher S. Jetter, Wei Han, Yang Liu, Seunghyi Kook, Jason J. Gokey, Susan H. Guttentag, Jonathan A. Kropski, Timothy S. Blackwell, Roy Zent, Erin J. Plosa

**Keywords:** Cell Biology, Pulmonology, Integrins, Respiration

## Abstract

During alveolar repair, alveolar type 2 (AT2) epithelial cell progenitors rapidly proliferate and differentiate into flat AT1 epithelial cells. Failure of normal alveolar repair mechanisms can lead to loss of alveolar structure (emphysema) or development of fibrosis, depending on the type and severity of injury. To test if β_1_-containing integrins are required during repair following acute injury, we administered *E*. *coli* lipopolysaccharide (LPS) by intratracheal injection to mice with a postdevelopmental deletion of β_1_ integrin in AT2 cells. While control mice recovered from LPS injury without structural abnormalities, β_1_-deficient mice had more severe inflammation and developed emphysema. In addition, recovering alveoli were repopulated with an abundance of rounded epithelial cells coexpressing AT2 epithelial, AT1 epithelial, and mixed intermediate cell state markers, with few mature type 1 cells. AT2 cells deficient in β_1_ showed persistently increased proliferation after injury, which was blocked by inhibiting NF-κB activation in these cells. Lineage tracing experiments revealed that β_1_-deficient AT2 cells failed to differentiate into mature AT1 epithelial cells. Together, these findings demonstrate that functional alveolar repair after injury with terminal alveolar epithelial differentiation requires β_1_-containing integrins.

## Introduction

During lung development, primordial epithelial cells proliferate, migrate, and change phenotypic identity with precise timing, anchored by signals from the basement membrane (BM), a specialized extracellular matrix (ECM) structure, which is precisely remodeled at specific developmental checkpoints (1). Once lung development is complete, targeted replacement of epithelial cells and slow turnover of the alveolar BM protect the alveolar structure during homeostasis in the mature lung. However, epithelial cells lose capacity for efficient proliferation and differentiation as the BM ages (2), increasing susceptibility to chronic lung diseases over time. In contrast to temporally precise development and the relatively quiescent adult lung, repair of acute lung injury must occur rapidly to restore a gas-exchanging epithelium to maintain survival. The immediacy of repair results in epithelial proliferation and differentiation that occurs in bulk. For a wild-type mouse, the mild lung injury induced by a single dose of intratracheal lipopolysaccharide (LPS) is easily recoverable in days, overcoming inflammation-derived proteolytic damage to the BM that occurs within hours (3, 4). LPS, as a model of acute inflammatory lung injury, tests the regenerative potential of the alveolus, exposing impairments in epithelium-ECM interactions that could exacerbate lung injury or predispose to accelerated aging.

Integrins are heterodimeric transmembrane protein receptors composed of an α and β subunit that bind ECM ligands. Integrins provide physical connections between cells and the ECM, and they propagate signaling to and from the surrounding matrix (5–7). Of the 24 integrin heterodimers, 12 contain the β_1_ subunit, and many of the 12 β_1_-containing integrins are present in epithelial tissues. Integrin function is dependent upon developmental and microenvironmental context, a concept consistent with our previous work. We previously reported that epithelial β_1_ integrins are required for normal lung development, and in their absence airway branching and alveolarization are impaired and associated with incomplete epithelial differentiation in the later stages of lung development (8). However, in the homeostatic postdevelopmental adult alveolus, β_1_ integrins are completely dispensable for alveolar epithelial differentiation (9). Function of the alveolar stem cell niche during repair depends on the rapid proliferation of distal epithelial progenitors, followed by en masse differentiation. The degree of differentiation in this context is profound, and any inefficiencies in this process will create structural vulnerability and abnormal repair. Whether or not β_1_-containing integrins are required for the epithelial repair cycle in the acutely injured adult alveolus is unknown.

The adult alveolar BM is primarily composed of collagen IV and laminin and facilitates gas exchange between the airspace and the capillary network. The vast majority of the BM is covered with very thin and outspread type 1 alveolar epithelial cells (AT1 cells), interspersed with single cuboidal type 2 alveolar epithelial cells (AT2 cells). Each cell type has essential functions: AT2 cells secrete surfactant to reduce alveolar surface tension and function in an immunoregulatory role, while the thin AT1 cells allow gas exchange, maintain water homeostasis, and produce BM components (10). Following alveolar injury in both human lung disease and murine models, multiple types of epithelial progenitors restore epithelial coverage of the BM (11, 12). The most proximate and immediate epithelial progenitors for alveolar repair are AT2 cells themselves, a subset of which proliferate upon alveolar injury (13–15). Overproliferation of AT2 cells is restrained by various proteins, including the tight junction protein claudin-18 (16). After proliferation, the AT2 progenitors attain an AT2-to-AT1 transitional cell state with characteristic expression of genes such as *Krt8, Hbegf,* or *Areg* (11, 17, 18), on their way to becoming replacement AT1 cells. Less is understood about the molecular mechanisms that govern the final point of transition in alveolar repair, the acquisition of the AT1 transcriptional phenotype, and the full extension of the AT1 outspread cell shape.

Here, we compared distal lung epithelium restoration after acute lung injury induced by intratracheal LPS administration in normal adult mice with those carrying a β_1_ integrin inactivation targeted to surfactant protein C–expressing (SP-C–expressing) AT2 cells. From this modest acute lung injury, β_1_-deficient mice exhibited increased inflammation and had exacerbated lung injury, followed by emphysema. Impaired alveolar repair mechanisms in injured β_1_-deficient mice resulted in excessive AT2 proliferation, progressive accumulation of AT2/AT1 intermediate cells, and large-scale failure of AT1 differentiation. In these studies, the degree of cell shape block in β_1_-deficient mice demonstrated that AT2-to-AT1 differentiation is tightly integrated with cell shape change. Further, we showed that epithelial differentiation during repair bears a particular requirement for β_1_ integrin–mediated cell-ECM interactions, more than AT2-to-AT1 differentiation in other contexts. Unlike the assumption that AT2-to-AT1 epithelial differentiation processes employ similar basic mechanistic pathways no matter the context, our data suggest a different paradigm for adult injury repair wherein the rapidity with which differentiation occurs and/or the condition of the ECM leads to distinct differentiation mechanisms.

## Results

### Deletion of β_1_ integrin in AT2 cells increases susceptibility to injury and abnormal repair.

To determine the role of epithelial β_1_ integrin in alveolar repair after injury, we generated mice with a β_1_ integrin deletion in AT2 cells in the adult lung utilizing the SP-C rtTA TetO-Cre doxycycline-inducible system (9, 19) and floxed β_1_ integrin (β_1_^fl/fl^), hereafter referred to as β_1_^AT2-KO^ mice. We previously reported the efficient deletion of β_1_ integrin in AT2 cells (then termed β_1_^rtTA^ mice). These mice exhibited grossly normal airspace size at 3 months of age but also increased epithelial inflammation and tight junction defects paired with modest intraseptal edema (9). We confirmed sustained β_1_ integrin expression in β_1_^fl/fl^ littermate control mice and normal histology in SP-C rtTA TetO-Cre β_1_^fl/fl^ mice not receiving doxycycline at 3 months of age (9, 19). While doxycycline toxicity has been reported with embryonic administration (20), we observed no overt histologic or biological toxicity from the rtTA system or from doxycycline itself in this postdevelopmental model (9). After 1 month off doxycycline to minimize side effects from possible doxycycline tissue storage, we challenged β_1_^AT2-KO^ and littermate β_1_^fl/fl^ controls with a single intratracheal (IT) dose of LPS at 3 months of age (Figure 1A). β_1_^AT2-KO^ mice exhibited decreased survival compared with β_1_^fl/fl^ control mice (44% survival at 21 days for β_1_^AT2-KO^ versus 93% for β_1_^fl/fl^, *n* = 15 β_1_^AT2-KO^ and 14 β_1_^fl/fl^ mice, *P* = 0.0051, Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.167211DS1), with 100% survival for both PBS-treated β_1_^AT2-KO^ and β_1_^fl/fl^ mice (data not shown). Three days postinjury, histological examination revealed an expected increase in inflammatory cells in both LPS-treated β_1_^AT2-KO^ and control β_1_^fl/fl^ lungs and markedly increased edema in β_1_^AT2-KO^ lungs. Whereas LPS-treated β_1_^fl/fl^ lungs returned to a normal histological appearance by day 7, edema and inflammation remained prominent in β_1_^AT2-KO^ lungs, consistent with an exacerbation of acute lung injury. Failed alveolar repair was evident at 21 days in β_1_^AT2-KO^ mice, whose lungs exhibited a marked increase in airspace size and septal destruction. Emphysema was quantified by increased mean linear intercept (28.5 ± 0.9 μm in β_1_^fl/fl^ lungs vs. 40.2 ± 2.8 μm in β_1_^AT2-KO^ lungs) (Figure 1B). To evaluate alveolar barrier function, we measured bronchoalveolar lavage (BAL) fluid protein levels at all time points (Figure 1C). β_1_^AT2-KO^ BAL fluid contained increased protein in the unchallenged state, as well as at 3 and 7 days post-LPS compared with control β_1_^fl/fl^ BAL fluid. By 21 days postinjury, protein levels were similar in both mouse strains, indicating restoration of alveolar barrier function in β_1_^AT2-KO^ lungs.

We collected BAL fluid to characterize the inflammatory response to LPS and found no significant differences in immune/inflammatory cells between β_1_^AT2-KO^ and β_1_^fl/fl^ lungs at 3 days, during the expected peak of inflammation following LPS (21) (Figure 1D). However, in β_1_^AT2-KO^ mice, there was a delayed inflammatory peak at 7 days postinjury characterized by persistently increased neutrophils in BAL fluid from β_1_^AT2-KO^ lungs (Supplemental Figure 1B). Although the BAL cell count decreased toward baseline at 21 days in β_1_^AT2-KO^ lungs, increased numbers of macrophages remained. These findings were verified by quantification of immunostaining for the macrophage marker CD68 (Supplemental Figure 1, C and D). Since chronic inflammation predisposes to emphysema, we tested if the exaggerated acute inflammatory response contributed to airspace expansion in LPS-treated β_1_^AT2-KO^ lungs. We delayed doxycycline administration for 5 days after IT LPS dosing, thereby inducing β_1_ integrin deletion after acute inflammation. Lungs were harvested 21 days after LPS treatment (and 16 days after the initiation of doxycycline). On histological examination, β_1_^AT2-KO^ lungs retained emphysematous structural deficits, quantified by an increased mean linear intercept (Supplemental Figure 1, E and F).

We next investigated whether LPS-treated β_1_^AT2-KO^ mice exhibited fibrosis, an additional manifestation of abnormal alveolar repair apart from emphysema. By Masson’s trichrome staining, β_1_^AT2-KO^ and β_1_^fl/fl^ lungs did not exhibit gross differences in fibrillar collagen deposition (Supplemental Figure 2A). The alveolar BM also appeared similarly composed between genotypes, with comparable pan-laminin localization in the alveolar septum 21 days after LPS treatment (Supplemental Figure 2B). As loss of 1 integrin may result in the upregulation of alternative integrin subunits, we examined LPS-treated β_1_^AT2-KO^ and β_1_^fl/fl^ lungs for differences in Arg-Gly-Asp–binding (RGD-binding) integrins. In this subgroup of integrins, heterodimers composed of varied β subunits bind ECM proteins containing the highly conserved RGD motif (22). We first verified continued absence of β_1_ at 21 days after LPS in β_1_^AT2-KO^ AT2 cells. Integrin α_5_, which partners only with β_1_ to form a fibronectin receptor, was also decreased throughout injured β_1_^AT2-KO^ lungs compared with β_1_^fl/fl^ lungs (Supplemental Figure 3A). In contrast to α_5_β_1_, the α_v_ RGD-binding integrins were increased (Supplemental Figure 3, B–E), particularly the β_5_ and β_8_ subunits, suggesting compensation by α_v_β_5_ and α_v_β_8_ without overt fibrosis in the injured β_1_^AT2-KO^ lung. Taken together, these findings indicate that loss of β_1_-containing epithelial integrins drives increased LPS-induced inflammation and lung injury, followed by emphysema and abnormal alveolar repair.

### AT2 cells deficient in β_1_ increase in number post-LPS injury.

To determine how β_1_ deficiency in AT2 cells alters alveolar repair, we performed an in-depth histological and transcriptomic examination of alveolar epithelial cells in β_1_^AT2-KO^ and β_1_^fl/fl^ lungs. Lung sections immunostained for the AT2 marker pro–SP-C and AT1 marker T1α demonstrated accumulation of pro–SP-C^+^ AT2 cells in β_1_^AT2-KO^ lungs by day 7 following LPS injury (Supplemental Figure 4). By day 21, β_1_^AT2-KO^ lungs contained increased numbers of pro–SP-C^+^ AT2 cells throughout the lung parenchyma (Figure 2, A–C). Moreover, severely injured areas exhibited alveolar septa lined by abundant pro–SP-C^+^ AT2 cells. The increase in AT2 cell number was accompanied by decreased expression of the AT1 markers T1α and HOP homeobox (Hopx) in β_1_^AT2-KO^ lungs (Figure 2D), suggesting loss of AT1 cells and large expansion of the AT2 population. We captured the increased imbalance between AT2 and AT1 cells in β_1_^AT2-KO^ lungs throughout repair by calculating the number of pro–SP-C^+^ cells as a percentage of total cells (Figure 3A). Whereas the percentage of AT2 cells remained stable from day 3 into late repair in the β_1_^fl/fl^ lungs, the percentage of pro–SP-C^+^ AT2 cells progressively increased throughout later repair in β_1_^AT2-KO^ lungs. The increased AT2 number in β_1_^AT2-KO^ lungs prompted an examination of proliferation and apoptosis. We assessed AT2 proliferation by co-immunostaining lung sections for the proliferation marker Ki-67 and pro–SP-C. β_1_^AT2-KO^ lungs exhibited increased proliferation in pro–SP-C^+^ AT2 cells at all sampled time points from uninjured lungs to day 21 postinjury (Figure 3B), with peak proliferation at day 7 (representative images shown in Figure 3C). We previously reported that β_1_-deficient AT2 cells exhibited increased NF-κB inflammatory signaling in the absence of injury (9). As NF-κB activation promotes cell survival and mitosis (23), we next tested whether the observed excess AT2 proliferation was due in part to upregulated NF-κB activation in β_1_-deficient AT2 cells. We measured AT2 proliferation in LPS-treated precision-cut lung slices (PCLS) generated from β_1_^AT2-KO^ and β_1_^fl/fl^ lungs in the presence/absence of the NF-κB inhibitor BAY 11-7082. Proliferation was detected after 48 hours of treatment using incorporated BrdU, colocalized with pro–SP-C in immunostained PCLS. We verified induction of NF-κB activation with LPS ex vivo in PCLS by immunostaining for nuclear phosphorylated p65, signaling mediator in NF-κB activation (Supplemental Figure 5A). Consistent with in vivo LPS dosing, β_1_^AT2-KO^ PCLS exhibited increased AT2 proliferation with LPS treatment (Figure 4, A and B, individual values presented in Supplemental Figure 5B), which was mitigated by concurrent NF-κB inhibition. For β_1_^fl/fl^ PCLS, AT2 proliferation rates remained similar in all 4 conditions. These data suggest that increased AT2 proliferation in β_1_^AT2-KO^ lungs postinjury is in part due to excess NF-κB activation intrinsic to β_1_-null AT2 cells.

Analyzing cell survival by TUNEL assay co-immunostained with pro–SP-C, we identified a small but significant increase in the total number of apoptotic AT2 cells per field in β_1_^AT2-KO^ lungs on day 21 after LPS (Supplemental Figure 6, A–C). Although we were not able to capture large-scale AT2 apoptosis by TUNEL assay at these time points, early AT2 apoptosis remains a possibility. Further, the near absence of AT1 cells 7 days after injury strongly argues that AT1 cell death occurred early during acute LPS-induced injury.

### Overabundant AT2 cells are transcriptionally distinct during repair in β_1_^AT2-KO^ mice.

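Single-cell counts from lungs taken 7 days after LPS are given for 3 conditions, which are LPS-treated β_1_ fl/fl, LPS-treated β_1_ AT2-KO and uninjured β_1_ AT2-KO mice given PBS. Uninjured β_1_ fl/fl lungs were not analysed here. Each condition is a single library that pools the cells of several mice, and each mouse's cells carried a hashtag antibody that tells them apart. In each library 3 hashtags were in use, so 3 mice per condition could be separated. The authors counted unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, with CellRanger and deposited the raw counts per gene in barcodes with at least 500 UMIs. Their correction for free RNA, their quality filter and their doublet removal are not part of these counts. With the filter of the paper's methods (at least 700 genes, 0.1 to 15% mitochondrial UMIs), 8330 LPS-treated β_1_ fl/fl, 7240 LPS-treated β_1_ AT2-KO and 8671 uninjured β_1_ AT2-KO cells passed. These cells held 29128331, 26777085 and 22961007 UMIs, with medians of 2602, 2725.5 and 2219 per cell. Predicted doublets were then removed at a set rate of 0.8% per 1000 barcodes, which took out 8.00%, 7.02% and 8.86% of the cells. Of cells with more than 1 hashtag, this took out only 16.7%, 14.7% and 21.0%, so many doublets can remain in values over all cells. Clusters were made without the hallmark genes, *Itgb1* and the cell cycle genes, so that these genes did not choose the cells in which they were measured. A level is the UMIs of a gene summed over the cells of a class, per 1000000 UMIs of those cells (CPM), with an exact Poisson 95% interval. A share of cells carries an exact binomial 95% interval, and all intervals and limits cover counting error only. No test was made from cells, because each condition has 1 library. Values per mouse are given as mean ± SD over 3 mice with two-sided exact permutation tests, in which 3 mice against 3 cannot give a p below 0.1. Because all mice of a condition share 1 library, a library effect and the condition cannot be told apart. The marker lists, gene lists, comparisons, rules for choosing genes and most alternatives were set before the data were examined, while the doublet rate, the threshold used in naming clusters, the edgeR test and the alternatives said to be added later were not.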

To investigate the transcriptional phenotype of β_1_-deficient epithelial cells that could explain the development of emphysema and other features of abnormal repair in β_1_^AT2-KO^ mice, we performed single-cell RNA sequencing (scRNA-Seq) on unchallenged and LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ lungs, 7 days after LPS exposure. 

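*Itgb1* (ENSMUSG00000025809; GRCm38 chromosome 8, 128685654 to 128733200), which encodes β_1_ integrin, was measured first as a check of the library labels. In cells of clusters named AT2-like from their marker genes, its level was 278 CPM (95% interval 256 to 301) in LPS-treated β_1_ fl/fl, 170 (158 to 182) in LPS-treated β_1_ AT2-KO and 112 (81.2 to 151) in uninjured β_1_ AT2-KO lungs. The log2 ratio of LPS-treated β_1_ AT2-KO over β_1_ fl/fl was −0.71 (−0.87 to −0.56). Averaging the mice told apart by hashtag moved it most, to −0.49. Per mouse, the levels were 275 ± 31.2, 198 ± 35.2 and 120 ± 47.0 CPM (SD, n = 3 in each condition). Every LPS-treated β_1_ fl/fl mouse lay above every LPS-treated β_1_ AT2-KO mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). In endothelial-like cells, where Cre is not driven, the levels were 1034, 1046 and 735 CPM. At least 1 *Itgb1* UMI was found in 84.7%, 63.6% and 52.4% of AT2-like cells, whose median depths were 8712, 7460 and 8565 UMIs. After each cell was thinned to 2000 UMIs, these shares were 42.1%, 28.6% and 23.8%, against 84.1%, 84.1% and 72.1% of thinned endothelial-like cells, whose median depths were 2348, 2397.5 and 2134 UMIs before thinning. The sex of the mice differed between the libraries. LPS-treated β_1_ fl/fl cells held 311 CPM of *Xist* and no UMI of 4 Y-linked genes, which allows up to 0.114 CPM. LPS-treated β_1_ AT2-KO cells held 0.121 CPM of *Xist* and 149 CPM of Y-linked genes. Of the uninjured β_1_ AT2-KO mice, mouse 1 held 206 CPM of *Xist*, and mice 2 and 3 held 133 and 149 CPM of Y-linked genes.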

From single-cell suspensions from digested whole lung (*n* = 3–4 mice/group pooled into a single sample for each condition), we collected CD45^–^Ter119^–^ viable cells by fluorescence-activated cell sorting (FACS), thereby excluding immune and red blood cells. 

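After predicted doublets were removed, 22299 cells of all types were clustered, of which 7664 came from LPS-treated β_1_ fl/fl, 6732 from LPS-treated β_1_ AT2-KO and 7903 from uninjured β_1_ AT2-KO lungs. Endothelial-like cells made up 83.8%, 74.4% and 94.9% of them. Epithelial clusters held 481 (6.28%), 778 (11.56%) and 74 (0.936%) cells. Of these 1333 epithelial cells, 101 sat in clusters whose leading genes were markers of another compartment and were left out, which removed 6.03%, 7.33% and 20.3% of each library's epithelial cells. The remaining 1232 epithelial cells were 452, 721 and 59 per library, so that shares and levels in uninjured β_1_ AT2-KO lungs rest on few cells.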

We performed scRNA-Seq using the 10x Genomics platform, and doublet removal, normalization, and scaling led to 2,926 cells being analyzed. Initially, we integrated our data set with a recently published scRNA-Seq data from LPS injury (12), and we found similar alveolar epithelial cell types in both data sets (Supplemental Figure 7). To further define our epithelial populations throughout alveolar repair, we analyzed our transcripts utilizing the epithelial markers reported by Strunz et al. with a label transfer technique (11). 

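Epithelial clusters were named here from marker lists, and no labels were transferred from the published atlas, which was not used here. The lists held 13 AT2, 12 AT1, 12 Krt8+ ADI, 8 ciliated and 7 club genes, and 5 each for goblet, basal and neuroendocrine cells. A cluster took the class with the highest mean share of cells holding its markers, provided that at least 3 of its markers were seen in at least 20% of the cluster's cells, unless more of its 10 leading genes marked another class. It then took that class if at least 2 of them did and otherwise stayed unnamed, so a class name does not mean that its own markers were the most widely found. Names ending in "-like" mark these rebuilt classes, and a difference from the paper's classes may come from the rebuilt names. The AT2-like class covers AT2 and activated AT2 cells together.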

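Clusters named Krt8+ ADI-like, after the alveolar differentiation intermediate, held 44 of 452 epithelial cells in LPS-treated β_1_ fl/fl lungs (9.73%, 95% interval 7.16% to 12.8%). They held 77 of 721 in LPS-treated β_1_ AT2-KO lungs (10.7%, 8.52% to 13.2%) and 3 of 59 in uninjured β_1_ AT2-KO lungs (5.08%, 1.06% to 14.1%), so the 3 intervals overlapped. Per mouse, the shares were 7.72% ± 6.69, 14.5% ± 2.34 and 4.76% ± 8.25 (SD, n = 3 in each condition). Each LPS-treated β_1_ AT2-KO mouse had a higher share than each LPS-treated β_1_ fl/fl mouse (two-sided exact permutation test, p = 0.1, the smallest possible).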

In both LPS-treated and uninjured mice, we identified all major alveolar epithelial populations in both β_1_^AT2-KO^ and β_1_^fl/fl^ lungs (Figure 5A). 

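No cluster of epithelial cells was named AT1-like. AT1 cells too few to form a cluster would be counted in another class, so no limit on their share follows. In LPS-treated β_1_ AT2-KO lungs the AT1 markers *Col4a3*, *Pdpn*, *Rtkn2* and *Fbln5* had 173, 125, 87.3 and 163 CPM in Krt8+ ADI-like cells. In AT2-like cells they had 27.0, 20.3, 4.33 and 12.5 CPM, so AT1 cells within the Krt8+ ADI-like class cannot be excluded.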

Despite differential AT1 cell number difference in injured β_1_^AT2-KO^ lungs by histology, AT1 cells were isolated in low abundance in all 4 groups, uninjured and LPS-treated β_1_^AT2-KO^ and β_1_^fl/fl^ lungs, likely due to cell loss by FACS because of their relatively fragile structure (24). UMAP embedding identified a distinct epithelial population in β_1_^AT2-KO^ lungs 7 days after injury (Figure 5B). Visualizing the UMAPs of the 4 individual groups, most of the epithelial cells were classified as AT2 cells or activated AT2 cells, a cell state marked by inflammation-induced genes. 

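Among cells of the AT2-like and Krt8+ ADI-like clusters alone, 236 of 280 were AT2-like in LPS-treated β_1_ fl/fl lungs (84.3%, 95% interval 79.5% to 88.3%). In LPS-treated β_1_ AT2-KO lungs 599 of 676 were AT2-like (88.6%, 86.0% to 90.9%), and in uninjured β_1_ AT2-KO lungs 42 of 45 (93.3%, 81.7% to 98.6%). These intervals overlapped, and the difference between conditions is within counting error.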

In LPS-treated β_1_^AT2-KO^ lungs, the mixed AT2 and activated AT2 cells were transcriptionally distinct from the other 3 groups. 

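How far the AT2-like cells of the 3 libraries stood apart was measured as the share of each cell's 20 nearest neighbours, over 30 principal components, that came from its own library. Equal numbers of 42 AT2-like cells per library were drawn 100 times. The mean share was 47.3% for LPS-treated β_1_ AT2-KO, 48.2% for LPS-treated β_1_ fl/fl and 55.1% for uninjured β_1_ AT2-KO cells, against 32.8% for mixed libraries. Log-normalization and the use of 50 neighbours moved the LPS-treated β_1_ AT2-KO value most, in both cases to 39.7%. Uninjured β_1_ AT2-KO cells had the highest share under all alternatives run except log-normalization, under which LPS-treated β_1_ fl/fl cells had the highest, at 51.0%. Theirs was the only uninjured library here, so they had no other uninjured cells to mix with. For endothelial-like cells drawn in the same way, the shares were 38.1%, 38.2% and 43.3%. For ciliated-like cells, drawn as 14 per library, they were 28.3%, 31.5% and 34.1%, against 31.7% for mixed libraries. With only the LPS-treated libraries and 236 cells of each, the shares of AT2-like cells were 76.5% for β_1_ AT2-KO and 73.7% for β_1_ fl/fl, against 49.9% for mixed libraries and 54.6% and 56.9% in endothelial-like cells. Cells of single mice gave 66.1%, 78.8% and 55.2% in β_1_ AT2-KO and 79.0%, 68.7% and 70.2% in β_1_ fl/fl, so the genotypes overlapped, and the mice of a condition share a library.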

Because this defined β_1_^AT2-KO^ cluster comprised both AT2 and activated AT2 cells, we combined these populations for further analysis in all 4 groups. 

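Between LPS-treated β_1_ AT2-KO and β_1_ fl/fl AT2-like cells, the genes with the largest changes were ranked by log2 ratio after 10 CPM were added to both levels, among genes with at least 50 CPM in either library whose direction stayed the same after the level in endothelial-like cells was subtracted. That rule left out the falls of *Xist* (−3.92), *Gm8797* (−3.11) and *Ccl21a* (−1.69) and the rise of *Dbp* (2.13), for each of which endothelial-like cells changed in the same direction. *Gm8797* fell from 136 to 6.92 CPM in AT2-like and from 157 to 9.12 CPM in endothelial-like cells. Of the genes that passed it, the largest rise was that of *Abca17* (ENSMUSG00000035435; chromosome 17, 24264259 to 24351068), with 106 CPM (97.0 to 116) in β_1_ AT2-KO and 6.64 (3.63 to 11.1) in β_1_ fl/fl, a log2 ratio of 2.80. Per mouse it was 107 ± 12.3 and 5.46 ± 2.97 CPM (SD, n = 3 each). It lies next to *Abca3*, which was also higher in endothelial-like cells of β_1_ AT2-KO lungs. *Cldn4* rose by a log2 ratio of 2.32, but it is one of the markers used to name clusters. *H2-DMb2* had 57.8 and 3.79 CPM (log2 ratio 2.30), and it was also higher in β_1_ AT2-KO endothelial-like cells, at 11.57 against 0.497 CPM. *Malt1*, *Areg* and *Thbs1* followed, with log2 ratios of 1.60, 1.57 and 1.48. The largest fall of a gene that passed it was that of *Scgb1a1*, a club cell marker used to name clusters, with 382 and 2019.2 CPM (log2 ratio −2.37). Its β_1_ fl/fl level rests on 1 mouse with 9474 CPM, the lowest β_1_ fl/fl mouse having 434. The other falls were *Spink5* (−1.94), *Bex2* (−1.68), *Fabp5* (−1.54), *Acoxl* (−1.41, a marker used to name clusters) and *Hspa1b* (−1.37). *Bex2* is on the X chromosome, and at this time point genotype and sex go together.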

We examined the top differentially expressed genes in the combined AT2 groups between uninjured and LPS-treated β_1_^AT2-KO^ or β_1_^fl/fl^ mice (Figure 5, C and D, and Supplemental Figure 8, A and B). In uninjured mice, the most enriched pathways were an upregulation of the oxidative stress response pathway in the β_1_^AT2-KO^ AT2 group, followed by senescence, JAK/STAT signaling, and IL-6 signaling pathways. All 4 of these top pathways are relevant to emphysema and lung senescence (25, 26), suggesting baseline conditions that favor accelerated aging in these 3-month-old mice. 

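Lists of 60 actin cytoskeleton and 37 adherens junction genes were compared between LPS-treated β_1_ AT2-KO and β_1_ fl/fl AT2-like cells, over genes with at least 10 UMIs in the 2 libraries together. The median log2 ratio was 0.25 for the actin cytoskeleton (51 of 58 genes higher in β_1_ AT2-KO) and 0.23 for adherens junctions (25 of 36), while that of all 11579 genes was 0.07. Each list was set against 10000 random lists of genes with similar levels. The actin cytoskeleton list lay above all of them and the adherens junction list above 99.8%. Subtracting the level in endothelial-like cells moved the actin cytoskeleton median most, to 0.51 over the 12 genes that it left. Between LPS-treated and uninjured β_1_ AT2-KO cells the medians were 0.12 and 0.17, above 91.6% and 80.2% of the random lists, and that of all 11125 genes was 0.11. Of the other lists, NF-κB genes had a median of 0.50 between the LPS-treated libraries (25 of 30 higher, above all random lists), senescence genes 0.29 (above 99.6%) and oxidative stress genes 0.13 (above 89.8%). Between LPS-treated and uninjured β_1_ AT2-KO cells these medians were 0.30, 0.21 and −0.17, above 97.0%, 85.8% and 0.19% of the random lists. The lists were compared across genes within single libraries, and genes are not independent replicates.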

In LPS-injured lungs from both genotypes, the top 8 differentially upregulated pathways included regulatory signaling networks related to adherens junctions, actin cytoskeleton, and Rho GTPases. As remodeling of adherens junctions is necessary for elongation of cell shape and Rho GTPases are intermediary signaling effectors between integrins and the actin cytoskeleton, these data suggest that β_1_ integrin regulates the transition in cell shape during AT1 cell differentiation.

### During alveolar repair, β_1_ integrin regulates actin expression and RhoA GTPase activation.

To investigate how β_1_ integrin regulates the actin cytoskeleton during alveolar repair, we examined AT2 cell shape by confocal microscopy. Surface rendering of pro–SP-C^+^ AT2 cells demonstrated a field of globular AT2 cells in β_1_^AT2-KO^ lungs, whereas β_1_^fl/fl^ pro–SP-C^+^ AT2 cells exhibited a flattened, elongated cell shape (Figure 6A). We next imaged 50 μm cryosections detecting F-actin with phalloidin probe concurrent with pro–SP-C immunodetection. The injured β_1_^fl/fl^ pro–SP-C^+^ AT2 cells formed actin-based protrusions at the areas of their lateral extensions (arrows in Figure 6B), a feature shared with differentiating AT2 (to AT1) epithelial progenitors during development (27). By contrast, AT2 cells in injured β_1_^AT2-KO^ lungs were larger and rounded with cortical F-actin. We quantified AT2 cell shape at 7 days postinjury by calculating cell area and a cell roundness score. Given the persistent macrophage inflammation during repair in LPS-treated β_1_^AT2-KO^ lungs, we specifically excluded the occasional macrophage that has efferocytosed an injured pro–SP-C^+^ cell from this analysis by calculating the day 7 cell shape metrics on pro–SP-C^+^CD68^–^ cells only (Supplemental Figure 9A). AT2 cells were significantly larger in injured β_1_^AT2-KO^ lungs (66.8 ± 3.0 μm^2^) compared with β_1_^fl/fl^ lungs (48.4 ± 1.8 μm^2^) (Figure 6C). Since lateral extension is necessary for cells to transition from AT2 to AT1 and we demonstrated that cell shape is β_1_ dependent in AT2 cells, we calculated a roundness score, which quantifies the degree of smooth cellular contours in an unbiased manner (28). The roundness score in β_1_^AT2-KO^ AT2 cells on day 7 after injury, as they failed to elongate and change shape into flattened AT1 cells, was significantly increased compared with β_1_^fl/fl^ AT2 cells (Figure 6D). AT2 cells from LPS-treated β_1_^AT2-KO^ lungs maintained an elevated roundness score throughout repair, based on pro–SP-C^+^ cells (Supplemental Figure 9B). This finding is consistent with an inability to form lateral extensions and impaired actin remodeling. By contrast, β_1_^fl/fl^ AT2 cell roundness decreased at times of rapid differentiation during repair, indicative of differentiation into a flattened AT1 cell shape. Since our scRNA-Seq data suggested upregulation of actin/cytoskeleton signaling pathways, we next applied a G-actin probe, JLA20, along with F-actin phalloidin and pro–SP-C to study actin remodeling (Figure 6E). We found increased G-actin and F-actin in injured β_1_^AT2-KO^ lungs, with F-actin primarily cortically localized in the β_1_^AT2-KO^ lungs. We verified these increases by calculating the relative fluorescence of the JLA20 and phalloidin probes in pro–SP-C^+^ cells using corrected total cell fluorescence to normalize fluorescence to total cell area (Figure 6, F and G). Because actin remodeling and localization are mediated in part by the cytoskeletal protein ezrin, we immunodetected ezrin in β_1_^AT2-KO^ and β_1_^fl/fl^ lungs on day 7 postinjury combined with *Sftpc* RNA in situ hybridization to mark AT2 cells. Ezrin was as expected localized to points of lateral cellular protrusion in elongating AT2 cells in control mice (Figure 6H) while being much more widespread along the cell membrane in AT2 cells in β_1_^AT2-KO^ lungs, suggesting an impaired ability to direct actin localization in concert with loss of lateral elongation. We validated the linkage to small GTPases (29) suggested by scRNA-Seq analysis above using protein assays for specific GTPases. AT2 cells from LPS-injured β_1_^AT2-KO^ lungs exhibited increased RhoA and Cdc42 GTPase activation, as would be anticipated for a cell undergoing efficient actin remodeling (Figure 7, A and B). By contrast, GTPase activation was decreased for Rac1 (Figure 7C), a related GTPase involved in forming smaller actin-based structures such as microvilli. Taken together, these data indicate RhoA and Cdc42 GTPase activation in AT2 cells is enhanced in β_1_ integrin–deficient AT2 cells, as would be expected for a cell with active actin remodeling. However, evidence of actin remodeling at the site of lateral extension is absent, suggesting a block downstream of GTPase signaling events propagated by the β_1_ intracellular tail in β_1_^AT2-KO^ lungs. Thus, β_1_ integrin is a critical component for proper actin production and localization in differentiating AT2 cells during repair.

### Postinjury β_1_-deficient AT2 cells exhibit an AT2-AT1 mixed transcriptomic phenotype.

Our observation of increased AT2 cells and decreased AT1 cells suggested impairment in AT2-to-AT1 differentiation during alveolar repair. To define this defect at the transcriptional level, we quantified lung epithelial cell subtypes as previously defined by Strunz et al. (11). 

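AT2-like cells, which include activated AT2 cells, made up 236 of 452 epithelial cells in LPS-treated β_1_ fl/fl lungs (52.2%, 95% interval 47.5% to 56.9%). In LPS-treated β_1_ AT2-KO lungs they made up 599 of 721 (83.1%, 80.1% to 85.7%), and in uninjured β_1_ AT2-KO lungs 42 of 59 (71.2%, 57.9% to 82.2%). The LPS-treated libraries differed by 30.9 percentage points. With each mouse left out in turn the difference ranged from 22.6 to 41.7 points. Among changes to how cells were filtered and clustered, resolution 1.6 moved it most, to 24.8 points, and choosing AT2-like cells by a marker gate lowered the shares themselves to 32.1%, 60.6% and 50.8%. Per mouse, the shares were 55.1% ± 23.6 in LPS-treated β_1_ fl/fl, 77.4% ± 6.15 in LPS-treated β_1_ AT2-KO and 69.05% ± 27.0 in uninjured β_1_ AT2-KO lungs (SD, n = 3 each). The LPS-treated β_1_ fl/fl mice, from 31.0% to 78.2%, overlapped the LPS-treated β_1_ AT2-KO mice, from 72.7% to 84.3% (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest possible). The difference over the AT2-like and Krt8+ ADI-like clusters alone was 4.32 points. Ciliated-like cells made up 29.2% of LPS-treated β_1_ fl/fl, 2.77% of LPS-treated β_1_ AT2-KO and 23.7% of uninjured β_1_ AT2-KO epithelial cells. Per mouse, the ciliated-like shares were 30.0% ± 20.2 and 3.59% ± 1.92 in the LPS-treated β_1_ fl/fl and β_1_ AT2-KO lungs and 26.2% ± 25.1 in uninjured β_1_ AT2-KO lungs (two-sided exact permutation test between the LPS-treated lungs, p = 0.1, the smallest possible). Club-like cells made up 8.85% and 3.47% of LPS-treated β_1_ fl/fl and β_1_ AT2-KO epithelial cells (7.13% ± 3.82 and 4.55% ± 3.58 per mouse; exact permutation p = 0.5). The uninjured β_1_ AT2-KO mice are each represented by only 14, 4 and 13 epithelial cells.

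**Figure D1:**
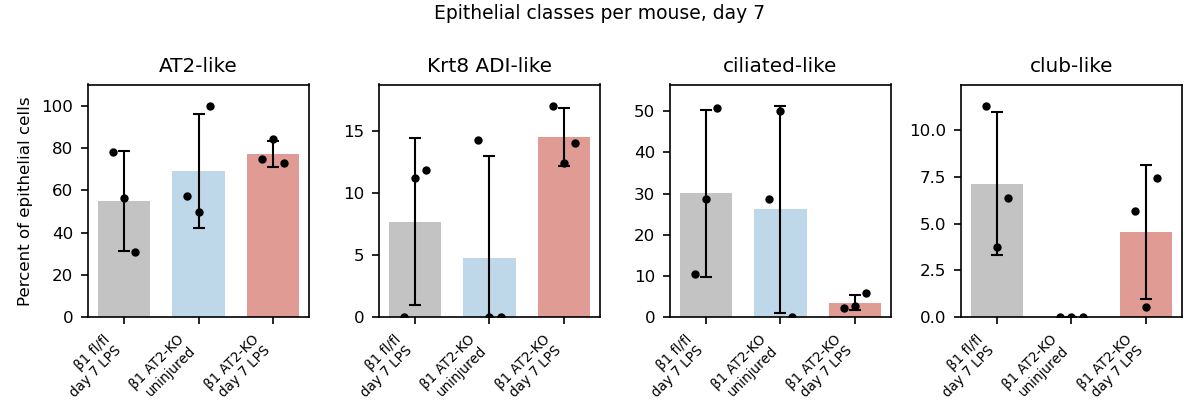
Percent of epithelial cells (y axis) that are AT2-like, Krt8+ ADI-like, ciliated-like and club-like in LPS-treated β_1_ fl/fl, uninjured β_1_ AT2-KO and LPS-treated β_1_ AT2-KO lungs at day 7. Bars are means over 3 mice, error bars are SD and points are mice. The AT2-like shares of LPS-treated β_1_ fl/fl mice reach from 31.0% to 78.2% and overlap those of LPS-treated β_1_ AT2-KO mice.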

Consistent with our histology of the LPS-injured mice, there was a significant increase in the representation of AT2 and activated AT2 cells in day 7 post–LPS injury β_1_^AT2-KO^ lungs but not control β_1_^fl/fl^ (Figure 8A). We next compared the AT2, AT1, and cytokeratin 8^+^ “intermediate cell” transcriptomic profiles in our uninjured and LPS-treated β_1_^AT2-KO^ and β_1_^fl/fl^ lungs. Strunz et al. (11) defined an intermediate cell state with features of both AT2 and AT1 cells as a “Krt8-positive alveolar differentiation intermediate (ADI).” Both uninjured and LPS-treated β_1_^AT2-KO^ and β_1_^fl/fl^ AT2/activated-AT2 cells expressed AT2 hallmark genes (e.g., *Sftpc, Sftpa1,* and *Abca3*), as expected (Figure 8B). 

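*Sftpc* (ENSMUSG00000022097; chromosome 14, 70520949 to 70524081) had 202086 CPM (201480 to 202694) in LPS-treated β_1_ fl/fl, 207633 in LPS-treated β_1_ AT2-KO and 229555 in uninjured β_1_ AT2-KO AT2-like cells. *Sftpa1* (ENSMUSG00000021789; chromosome 14, 41131782 to 41136452) had 33260, 26583 and 33038 CPM. *Abca3* (ENSMUSG00000024130; chromosome 17, 24351950 to 24410201) had 711 (675 to 748), 1441 (1407 to 1476) and 1132 (1028 to 1244). The log2 ratios of LPS-treated β_1_ AT2-KO over LPS-treated β_1_ fl/fl were 0.04, −0.32 and 1.02. Their median was 0.04, and it was 0.10 both with mice told apart by hashtag and without β_1_ fl/fl mouse 3. Per mouse, *Sftpc* had 198668 ± 18925, 211627 ± 7146 and 223972 ± 20877 CPM (SD, n = 3 each; two-sided exact permutation test between the LPS-treated conditions, p = 0.5). *Sftpa1* had 34616 ± 2857, 28678 ± 2582 and 35496 ± 3310 (exact permutation p = 0.1, the smallest possible). *Abca3* had 718 ± 40.2, 1385 ± 65.0 and 913 ± 559 (exact permutation p = 0.1). The rise of *Abca3* was not limited to AT2-like cells, since endothelial-like cells held 44.5, 134 and 109 CPM, and among the uninjured β_1_ AT2-KO mice mouse 1 stood below the others in both cell types.

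**Figure D2:**
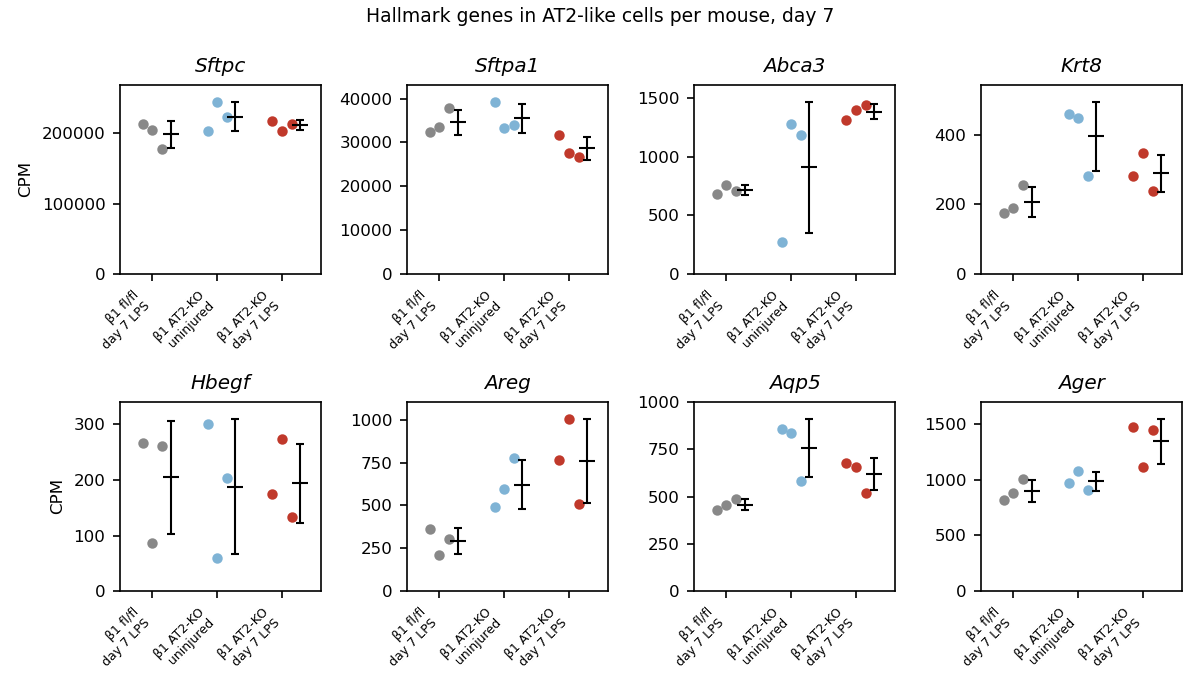
CPM in AT2-like cells (y axis) of *Sftpc*, *Sftpa1*, *Abca3*, *Krt8*, *Hbegf*, *Areg*, *Aqp5* and *Ager* at day 7 in LPS-treated β_1_ fl/fl, uninjured β_1_ AT2-KO and LPS-treated β_1_ AT2-KO lungs. Points are mice, and the bars beside them give the mean ± SD over 3 mice. All 3 LPS-treated β_1_ AT2-KO mice lie above all LPS-treated β_1_ fl/fl mice for *Abca3*, *Areg*, *Aqp5* and *Ager*, and below them for *Sftpa1*.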

The Krt8^+^ ADI hallmark genes *Krt8, Hbegf,* and *Areg* were moderately increased in uninjured β_1_^AT2-KO^ AT2 cells, and this increase was accentuated after LPS. By contrast, there was minimal expression of these markers in uninjured or LPS-treated β_1_^fl/fl^ AT2 cells. 

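In AT2-like cells of uninjured β_1_ AT2-KO lungs, *Krt8* (ENSMUSG00000049382; chromosome 15, 101996698 to 102004482) had 334 CPM (279 to 397). *Hbegf* (ENSMUSG00000024486; chromosome 18, 36504927 to 36515805) had 258 (210 to 314), and *Areg* (ENSMUSG00000029378; chromosome 5, 91139599 to 91148432) had 845 (755 to 942). In LPS-treated β_1_ AT2-KO lungs the levels were 326 (310 to 343), 246 (232 to 260) and 905 (878 to 933) CPM. The log2 ratios of LPS-treated over uninjured β_1_ AT2-KO were −0.04 (−0.30 to 0.24) for *Krt8*, −0.08 (−0.37 to 0.24) for *Hbegf* and 0.10 (−0.06 to 0.27) for *Areg*, all within counting error. Choosing cells by the marker gate moved their median most, from −0.04 to 0.24. Per mouse, uninjured β_1_ AT2-KO lungs had 397 ± 99.2 *Krt8*, 188 ± 122 *Hbegf* and 622 ± 144 *Areg* CPM, and LPS-treated β_1_ AT2-KO lungs had 290 ± 54.2, 194 ± 71.5 and 760 ± 246 (SD, n = 3 each). For each of the 3 genes the mice of the 2 conditions overlapped, although the mean of *Krt8* was lower after LPS by more than the SD of either condition, and the uninjured values rest on 42 cells.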

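In LPS-treated β_1_ fl/fl AT2-like cells, the levels were 205 CPM (186 to 225) for *Krt8*, 223 (203 to 244) for *Hbegf* and 298 (275 to 323) for *Areg*. The log2 ratios of LPS-treated β_1_ AT2-KO over LPS-treated β_1_ fl/fl were 0.67 (0.51 to 0.83), 0.14 (−0.02 to 0.30) and 1.60 (1.48 to 1.72). Their median, 0.67, moved most under the marker gate, to 0.37. Per mouse, LPS-treated β_1_ fl/fl lungs had 207 ± 42.65 *Krt8*, 204 ± 102 *Hbegf* and 293 ± 77.1 *Areg* CPM (SD, n = 3). Against LPS-treated β_1_ AT2-KO lungs, two-sided exact permutation tests over 3 mice each gave p = 0.2 for *Krt8*, p = 1 for *Hbegf* and p = 0.1, the smallest possible, for *Areg*. At least 1 UMI was found in 63.1% (*Krt8*), 49.6% (*Hbegf*) and 47.9% (*Areg*) of LPS-treated β_1_ fl/fl AT2-like cells, and in 74.0%, 55.8% and 74.1% of LPS-treated β_1_ AT2-KO AT2-like cells. With cells thinned to 2000 UMIs the shares were 26.3%, 23.7% and 28.9% in β_1_ fl/fl, against 42.1%, 29.7% and 56.9% in β_1_ AT2-KO. Endothelial-like cells, given as a control for free RNA, gave 0.856% (*Krt8*), 4.67% (*Hbegf*) and 0.467% (*Areg*) in β_1_ fl/fl and 1.30%, 5.77% and 1.76% in β_1_ AT2-KO, at the lower depths given for these cells above. Thinned, they gave 0.446%, 3.67% and 0.262% in β_1_ fl/fl and 0.971%, 4.69% and 1.16% in β_1_ AT2-KO. *Hbegf* was found there more often than *Krt8* and *Areg*, although its AT2-like level was not higher than that of *Areg*. Endothelial-like cells may express it, so they are no control for *Hbegf*.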

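Of the AT1 markers in AT2-like cells, *Aqp5* (ENSMUSG00000044217; chromosome 15, 99590782 to 99594829) had 678 CPM (598 to 766) in uninjured β_1_ AT2-KO, 626 (603 to 649) in LPS-treated β_1_ AT2-KO and 450 (421 to 479) in LPS-treated β_1_ fl/fl lungs. Its log2 ratio was −0.12 (−0.30 to 0.07) for LPS-treated over uninjured β_1_ AT2-KO and 0.48 (0.37 to 0.58) for LPS-treated β_1_ AT2-KO over β_1_ fl/fl. Per mouse it had 759 ± 153, 618 ± 85.5 and 457 ± 30.2 CPM (SD, n = 3 each; two-sided exact permutation test between the LPS-treated conditions, p = 0.1, the smallest possible). Its thinned shares of cells were 66.7%, 64.0% and 50.4%. *Hopx* had 39.1, 48.2 and 31.3 CPM, but endothelial-like cells held more of it (833, 385 and 457), so these levels can be free RNA. *Col4a3* had 20.9, 27.0 and 15.6 CPM. *Pdpn* had 0 (up to 7.82), 20.3 and 8.54, while endothelial-like cells held 1.13, 10.9 and 16.1, so its β_1_ fl/fl level is no higher than theirs. *Fbln5* had 5.22, 12.5 and 4.74 CPM, the first from 2 UMIs and all below the 10.9, 35.4 and 35.9 CPM of endothelial-like cells, so these levels can be free RNA too, and *Rtkn2* had 0, 4.33 and 5.69. Between the LPS-treated libraries the log2 ratios were 0.62 for *Hopx*, 0.77 for *Col4a3*, 1.22 for *Pdpn*, 1.35 for *Fbln5* and −0.42 for *Rtkn2*. The median over the 7 AT1 markers, *Ager* among them, was 0.62, which is the ratio of *Hopx*, and resolution 1.6 moved it most, to 0.42.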

Finally, uninjured β_1_^AT2-KO^ AT2/activated AT2 cells exhibited enhanced AT1 cell marker expression compared with uninjured β_1_^fl/fl^ AT2 cells, which was also accentuated post-LPS. We validated increased AT1 marker expression in injured β_1_-deficient pro–SP-C^+^ AT2 cells by co-immunostaining for advanced glycosylation end product-specific receptor (AGER), the AT1 marker with the highest expression by our transcriptional analysis. 

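*Ager* (ENSMUSG00000015452; chromosome 17, 34597862 to 34600936) was the most abundant of the 7 AT1 markers in AT2-like cells of all 3 libraries. It had 931 CPM (890 to 973) in LPS-treated β_1_ fl/fl, 1224 (1192 to 1256) in LPS-treated β_1_ AT2-KO and 1088 (986 to 1197) in uninjured β_1_ AT2-KO lungs. The log2 ratio was 0.39 (0.32 to 0.47) for LPS-treated β_1_ AT2-KO over β_1_ fl/fl and 0.17 (0.03 to 0.32) for LPS-treated over uninjured β_1_ AT2-KO. Per mouse it had 901 ± 96.6, 1343 ± 202 and 984 ± 84.2 CPM (SD, n = 3 each). The LPS-treated β_1_ AT2-KO mice all lay above the LPS-treated β_1_ fl/fl mice (two-sided exact permutation test, p = 0.1, the smallest possible). With cells thinned to 2000 UMIs, 78.1% of LPS-treated β_1_ fl/fl, 85.3% of LPS-treated β_1_ AT2-KO and 78.6% of uninjured β_1_ AT2-KO AT2-like cells held an *Ager* UMI (94.1%, 97.0% and 95.2% without thinning). Thinned endothelial-like cells gave 1.68%, 2.75% and 0.753% (2.37%, 4.09% and 1.07% without thinning).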

In injured β_1_^fl/fl^ lungs, AGER localized to the typical AT1 distribution throughout the lung parenchyma, largely distinct from pro–SP-C^+^ AT2 cells (Figure 8C, insets 1–3). By contrast, injured β_1_^AT2-KO^ lungs exhibited notably less AGER throughout the lung parenchyma compared with β_1_^fl/fl^ lungs. Importantly, the small amount of AGER present in β_1_^AT2-KO^ lungs colocalized with large, rounded pro–SP-C^+^ AT2 cells (Figure 8C, insets 4–6, single-channel images in Supplemental Figure 10). The robust acquisition of AT1 markers in injured, rounded, large β_1_^AT2-KO^ AT2 cells suggests that requisite β_1_ integrin–dependent mechanisms, such as cell shape change, occur subsequent to initial AT1 marker acquisition. In summary, the absence of β_1_ increases the proportional representation of intermediate cell state markers, even in cells that remain classified as AT2 cells, indicating a significant block in the progression of differentiation.

### Mixed-phenotype AT2 cells persist, proliferate, and maintain an enlarged, rounded cell shape in late alveolar repair.

Since our histological and scRNA-Seq analysis showed impaired AT2 differentiation at day 7 post-LPS, we characterized the blockage in differentiation in late repair. 

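Summed counts of AT2-like cells of each tagged mouse were tested with edgeR's quasi-likelihood test, 3 LPS-treated β_1_ AT2-KO against 3 LPS-treated β_1_ fl/fl mice at day 7, a test chosen after seeing the data. Of 6494 genes tested, 90 had a Benjamini-Hochberg adjusted p under 0.05, with 51 higher and 39 lower in β_1_ AT2-KO. Without the filter on low counts there were 193 genes, and without β_1_ AT2-KO mouse 4 there were 36. *Abca3* had a log2 fold change of 0.88 (edgeR adjusted p = 0.00149, from 3.06e-06 to 0.0126 over the alternatives; higher in 3 of 3 β_1_ AT2-KO mice), with the limit that it was also higher in endothelial-like cells. *Areg* had 1.27 (edgeR adjusted p = 0.00182, from 7.57e-13 to 0.0238; higher in 3 of 3). *Itgb1*, lower in 3 of 3 β_1_ AT2-KO mice, had −0.56 (edgeR adjusted p = 0.0988, from 0.077 to 0.418), and *Ager*, higher in 3 of 3, had 0.51 (edgeR adjusted p = 0.128, from 0.0428 with no filter to 0.431). *Krt8* had 0.44 (edgeR adjusted p = 0.263, from 0.139 to 0.630), with overlap between the mice of both genotypes. Of the 12 hallmark genes and *Itgb1* that were tested, 8 had an adjusted p under 0.05 when adjusted over the list alone and 2 when adjusted over all genes. From the rise of intermediate markers in cells still classified as AT2 cells, the paper concludes that loss of β_1_ integrin blocks the progression of differentiation. For this block it also draws on AGER and pro–SP-C staining and on lineage tracing, which were not examined here.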

As described above, we performed scRNA-Seq on uninjured and LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ lungs, 21 days post-LPS. Knowing that alveolar epithelial cells of mixed transcriptomic phenotype exist at day 7 post-LPS in β_1_^AT2-KO^ lungs, we investigated persistence of these cells at day 21 post-LPS by RNA-Seq of CD45^–^Ter119^–^ single-cell suspensions enriched for CD326^+^ epithelial cells. 

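Counts from day 21 were examined for 2 libraries of LPS-treated lungs, β_1_ fl/fl and β_1_ AT2-KO, each enriched for CD326+ (EPCAM) cells, and uninjured lungs of this time point were not analysed here. The authors deposited raw UMI counts of the same kind, again with 3 hashtags in use per library. Of 3469 β_1_ fl/fl and 4137 β_1_ AT2-KO barcodes, 2224 and 3035 cells passed the quality filter, with 8360954 and 17620042 UMIs and medians of 2513 and 5330 per cell. After predicted doublets were removed (2.79% and 2.93% of cells), 2162 and 2946 cells were clustered. A single hashtag could be assigned to 50.5% and 63.3% of the cells that passed. Epithelial clusters held 280 (13.0%) and 1633 (55.4%) cells, and endothelial-like cells made up 56.2% and 32.7%. *Itgb1* had 332 CPM (309 to 356) in β_1_ fl/fl and 149 (141 to 158) in β_1_ AT2-KO AT2-like cells, a log2 ratio of −1.16, which resolution 1.6 moved most, to −1.64. Per mouse it had 332 ± 6.21 and 153 ± 24.7 (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible). Endothelial-like cells held 907 and 939 CPM. The β_1_ fl/fl mice with hashtags 2 and 5 held *Xist* (255 and 216 CPM), while hashtag 1 held both *Xist* and Y-linked UMIs (86.6 and 82.9 CPM), so its cells show both sexes and can come from more than 1 mouse, although it is counted as 1 mouse in all day 21 values and tests over mice. In β_1_ AT2-KO lungs the mouse with hashtag 1 held *Xist* (143 CPM), and those with hashtags 2 and 3 held Y-linked UMIs (78.1 and 109 CPM).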

UMAP embedding with label transfer from Strunz et al. (11) revealed similarities between β_1_^fl/fl^ and β_1_^AT2-KO^ alveolar cells (Figure 9, A and B). 

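AT2-like cells made up 219 of 280 β_1_ fl/fl epithelial cells (78.2%, 95% interval 72.9% to 82.9%) and 960 of 1633 β_1_ AT2-KO epithelial cells (58.8%, 56.4% to 61.2%). Krt8+ ADI-like cells made up 12.9% (9.17% to 17.4%) and 15.2% (13.5% to 17.0%). A cluster that took no class name held 8.93% of β_1_ fl/fl and 26.0% of β_1_ AT2-KO epithelial cells. Per mouse, AT2-like shares were 80.0% ± 4.54 and 62.8% ± 1.84, Krt8+ ADI-like shares 10.1% ± 3.86 and 14.9% ± 1.83, and unnamed shares 9.95% ± 1.84 and 22.4% ± 0.374 (SD, n = 3 each; two-sided exact permutation p = 0.1 for each class, the smallest possible). The unnamed cluster showed AT2 markers more widely than those of any other class. Counted as AT2-like, a choice made after seeing the data, it brings the AT2-like share to 244 of 280 (87.1%, 82.6% to 90.8%) and 1385 of 1633 (84.8%, 83.0% to 86.5%), or 89.9% ± 3.86 and 85.1% ± 1.83 per mouse (exact permutation p = 0.1), so most of the difference in AT2-like share rests on leaving this cluster out. No AT1-like cluster was found, which sets no limit on AT1 cells held in other clusters. A cluster's name depended here on which widely found genes were left out of its leading genes, a threshold set at 25% above the mean share of other clusters after seeing the clusters. At 50% above, no cluster was named Krt8+ ADI-like. With 219 AT2-like cells drawn from each library, 67.1% of the nearest neighbours of β_1_ fl/fl cells and 77.7% of those of β_1_ AT2-KO cells came from their own library, against 49.9% for mixed libraries. For endothelial-like cells these shares were 52.1% and 59.5%.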

By pro–SP-C/Ki-67 co-immunostaining, we demonstrated increased AT2 proliferation even during late repair. Our scRNA-Seq data verified that the AT2 population from day 21 LPS-treated β_1_^AT2-KO^ lungs exhibited a significantly increased G2M proliferation score compared with AT2 cells from day 21 LPS-treated β_1_^fl/fl^ lungs (Supplemental Figure 11A). 

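Over a list of 54 G2M genes, AT2-like cells of day 21 LPS-treated lungs held 778 CPM (742 to 815) in β_1_ fl/fl and 879 (859 to 899) in β_1_ AT2-KO, a log2 ratio of 0.18 (0.10 to 0.25). Resolution 1.6 moved the ratio most, to 0.04. Per mouse, the levels were 749 ± 31.1 and 863 ± 14.8 CPM (SD, n = 3 each), with every β_1_ AT2-KO mouse above every β_1_ fl/fl mouse (two-sided exact permutation test, p = 0.1, the smallest possible). Of the 22 listed genes with at least 10 UMIs in the 2 libraries together, 14 were higher in β_1_ AT2-KO. Endothelial-like cells, which are not AT2 cells, differed by a log2 ratio of 0.16, with 1104 and 1234 CPM. With cells thinned to 2000 UMIs, 54.0% of β_1_ fl/fl and 52.9% of β_1_ AT2-KO AT2-like cells held at least 2 G2M UMIs. The mean G2M score per cell, the natural log of 1 plus G2M UMIs per 10000 UMIs of the cell, was 2.13 (SD 0.455) in β_1_ fl/fl and 2.21 (SD 0.468) in β_1_ AT2-KO. *Mki67* gave 3 UMIs in β_1_ fl/fl and 5 in β_1_ AT2-KO AT2-like cells, and *Top2a* gave 0 and 6, too few for a comparison at this depth.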

We next analyzed the expression of AT2, Krt8^+^ ADI, and AT1 hallmark genes in day 21 LPS-treated β_1_^AT2-KO^ and β_1_^fl/fl^ alveolar epithelial cells. 

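In AT2-like cells of day 21 LPS-treated lungs, the intermediate markers had 123 (*Krt8*, 109 to 138), 94.7 (*Hbegf*, 82.6 to 108) and 243 (*Areg*, 223 to 264) CPM in β_1_ fl/fl lungs. In β_1_ AT2-KO lungs they had 173 (164 to 182), 234 (224 to 245) and 467 (453 to 482), log2 ratios of 0.49, 1.31 and 0.94. Their median, 0.94, moved most at resolution 1.6, to 0.52. Per mouse, *Krt8* had 119 ± 4.38 and 178 ± 25.7, *Hbegf* 74.3 ± 18.6 and 224 ± 63.6, and *Areg* 276 ± 95.9 and 468 ± 43.8 CPM (SD, n = 3 each; two-sided exact permutation p = 0.1 for each gene, the smallest possible). In the Y-linked cells alone, of which β_1_ fl/fl gave 23, *Krt8* was lower in β_1_ AT2-KO (log2 ratio −0.15). Of the AT1 markers, *Aqp5* had 530 and 448 and *Ager* 1126 and 1277 CPM, log2 ratios of −0.25 and 0.18. Per mouse, *Aqp5* had 500 ± 25.8 and 438 ± 58.3 and *Ager* 1173 ± 89.2 and 1249 ± 20.3 (SD, n = 3 each; exact permutation p = 0.3 for both). The median over the 7 AT1 markers was 0.29, which is the ratio of *Fbln5*, and over the 5 genes with at least 10 UMIs in each library it was 0.18. The former changed direction to −0.06 in *Xist* cells and −0.18 in Y-linked cells.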

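*Sftpc* had 236720 CPM in β_1_ fl/fl and 219469 in β_1_ AT2-KO AT2-like cells at day 21, a log2 ratio of −0.11. *Sftpa1* had 30994 and 29907 (log2 ratio −0.05), and *Abca3* had 747 (712 to 783) and 1664 (1636 to 1691), a log2 ratio of 1.15 (1.08 to 1.23). Their median, −0.05, changed direction and moved most at resolution 1.6, to 0.14. Per mouse, *Sftpc* had 239947 ± 7330 and 221194 ± 6762 CPM, with every β_1_ AT2-KO mouse below every β_1_ fl/fl mouse (SD, n = 3 each; two-sided exact permutation test, p = 0.1, the smallest possible). *Sftpa1* had 31661 ± 186 and 30830 ± 2169 (exact permutation p = 0.6), and *Abca3* had 729 ± 70.8 and 1660 ± 29.0 (exact permutation p = 0.1). *Abca3* was also higher in β_1_ AT2-KO endothelial-like cells, with 229.5 CPM against 47.1.

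**Figure D3:**
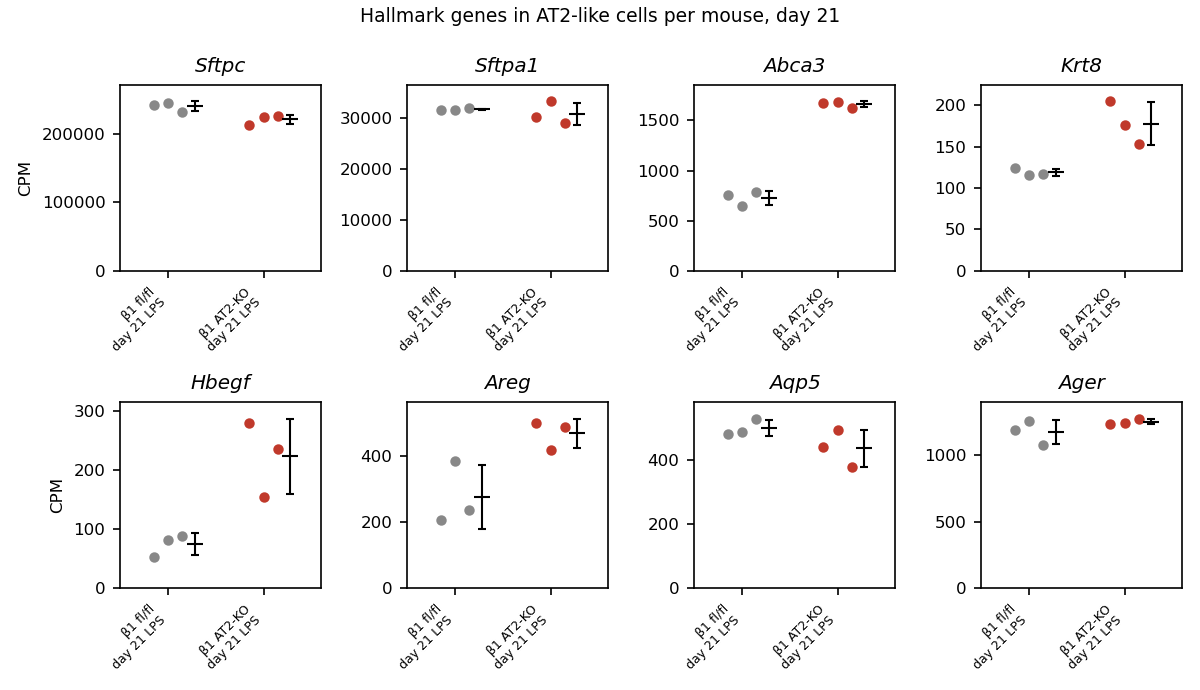
CPM in AT2-like cells (y axis) of *Sftpc*, *Sftpa1*, *Abca3*, *Krt8*, *Hbegf*, *Areg*, *Aqp5* and *Ager* in LPS-treated β_1_ fl/fl and β_1_ AT2-KO lungs at day 21. Points are mice, and the bars beside them give the mean ± SD over 3 mice. All 3 β_1_ AT2-KO mice lie above all β_1_ fl/fl mice for *Abca3*, *Krt8*, *Hbegf* and *Areg*, and below them for *Sftpc*.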

We identified enhanced AT2 markers, *Sftpc*, *Sftpa1,* and *Abca3*, in AT2 and activated AT2 cell populations from β_1_^AT2-KO^ mice compared with β_1_^fl/fl^ mice (Figure 9C). In addition, β_1_^AT2-KO^ Krt8^+^ ADI cells retained AT2 hallmark gene expression compared with β_1_^fl/fl^ Krt8^+^ ADI cells, exhibited markedly enhanced expression of the 3 intermediate state markers (*Krt8, Hbegf,* and *Areg*), and showed increased expression of AT1 hallmark genes, *Aqp5* and *Ager*. These β_1_^AT2-KO^ Krt8^+^ ADI cells simultaneously expressed transcriptional markers from all 3 stages of transition, providing a transcriptional rationale for failed repair in β_1_-deficient mice. 

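Krt8+ ADI-like cells at day 21 were 36 in β_1_ fl/fl and 248 in β_1_ AT2-KO lungs, with median depths of 5277 and 9042 UMIs, and the tagged β_1_ fl/fl mice gave only 3, 6 and 12 of them. The class exists only at the naming threshold of 25% above the mean share, which was set after seeing the clusters. AT2 markers were found more widely in its cells than Krt8+ ADI markers (mean shares of 0.845 and 0.440), and it took its name from 2 of its 10 leading genes. *Sftpc* had 144969 CPM (143491 to 146459) in β_1_ fl/fl and 229356 (228719 to 229994) in β_1_ AT2-KO, a log2 ratio of 0.66. *Sftpa1* had 21758 and 28192 (0.37) and *Abca3* 339 and 1417 (2.05), the latter also higher in endothelial-like cells. Their median, 0.66, moved most when cells were weighted equally, to 1.19, or log-normalized, to 0.14. *Krt8* had 296 (233 to 371) and 373 (348 to 399) CPM, a log2 ratio of 0.32 (−0.01 to 0.69). *Hbegf* had 193 and 280 (0.52), and *Areg* had 659 and 1211 (0.87). *Aqp5* had 837 and 642 (−0.38, −0.59 to −0.17), and *Ager* had 1034 and 1405 (0.44). The median over the AT1 markers, 0.44, is the ratio of *Ager* itself and moved most at resolution 1.6, to 1.57. In β_1_ fl/fl cells *Rtkn2* and *Fbln5* gave no UMI, *Col4a3* gave 1 and *Pdpn* gave 7, and over the 3 genes with at least 10 UMIs in each library, *Aqp5*, *Ager* and *Hopx*, the median was −0.38. Without this requirement the median was −0.07 with the stricter filter and −0.02 with log-normalization. Per mouse, *Sftpc* had 162569 ± 24785 and 224508 ± 7301 CPM and *Abca3* 293 ± 224 and 1460 ± 70.2 (SD, n = 3 each; two-sided exact permutation p = 0.1 for both, the smallest possible). The other 6 genes overlapped between mice, with exact permutation p = 0.4 (*Sftpa1*), 0.7 (*Krt8*), 0.7 (*Hbegf*), 0.4 (*Areg*), 0.4 (*Aqp5*) and 0.6 (*Ager*), at n = 3 each.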

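An *Sftpc* UMI was found in all Krt8+ ADI-like cells of both day 21 libraries, but also in 99.0% of β_1_ fl/fl endothelial-like cells and in all β_1_ AT2-KO ones, so its presence alone does not separate expression from free RNA. A *Krt8* UMI was found in 58.3% of β_1_ fl/fl and 79.0% of β_1_ AT2-KO Krt8+ ADI-like cells (31.3% and 41.3% after thinning to 2000 UMIs), against 0.740% and 1.46% of endothelial-like cells. For *Areg* the shares were 50.0% and 78.6% (31.3% and 62.1% thinned), against 0.164% and 3.12%. For *Ager* they were 55.6% and 94.4% (53.1% and 87.9% thinned), against 2.55% and 12.4% (1.31% and 8.70% thinned). Median depths of the endothelial-like cells were 2186.5 UMIs in β_1_ fl/fl and 1965.5 in β_1_ AT2-KO. From markers of all 3 stages in the same cells, the paper reasons that β_1_ AT2-KO cells held in transition give a transcriptional rationale for failed repair.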

We validated the persistent mixed transcriptional phenotype in β_1_^AT2-KO^ lungs by immunodetection. In day 21 LPS-treated β_1_^AT2-KO^ lungs, remodeled areas exhibited numerous large, rounded pro–SP-C^+^cytokeratin 8^+^ cells with less AGER in the AT1 distribution compared with injured β_1_^fl/fl^ lungs (Figure 9D). High-power images demonstrated pro–SP-C^+^cytokeratin 8^+^ cells with occasional cells also positive for the AT1 marker AGER (arrows in Figure 9E). By contrast, triple-positive cells (pro–SP-C^+^cytokeratin 8^+^AGER^+^) were rare in injured β_1_^fl/fl^ lungs. The number of triple-positive cells was quantified as a percentage of total pro–SP-C^+^ cells (Figure 9F). Given the disparate cellular morphology of β_1_-deficient AT2 cells at earlier time points, we quantified differences in cell area in pro–SP-C^+^ AT2 cells. At 21 days after LPS, injured AT2 cells from β_1_^AT2-KO^ lungs remained enlarged with a significantly increased cell area (Supplemental Figure 11B). These findings demonstrate that β_1_-mediated ECM interactions are essential during alveolar repair for the maintenance of alveolar structure, epithelial cell shape change, and progression of their transcriptomic phenotype.

### AT2 cells deficient in β_1_ fail to repopulate the alveolus with AT1 morphology.

To prove that AT2 cells from β_1_^AT2-KO^ mice cannot repopulate the alveolus after injury, we crossed β_1_^AT2-KO^ mice with the mTmG Cre-recombinase reporter, labeling Cre-recombinase active AT2 cells beginning at P28. Mice were then maintained on doxycycline for a month and treated with LPS at 3 months of age. We verified the presence of GFP-labeled AT2 cells prior to injury in β_1_^AT2-KO^ mTmG and Cre^+^ mTmG mice (Supplemental Figure 12A). As anticipated, histological examination of lungs harvested 21 days after LPS demonstrated GFP^+^ cells in both AT2 and AT1 distributions in all the control Cre^+^ mTmG mice (Figure 10A), indicating patches of AT2-to-AT1 alveolar repopulation postinjury. By contrast, GFP-labeled cells in β_1_^AT2-KO^ mTmG lungs retained almost exclusively a rounded AT2 morphology, with only rare acquisition of an elongated AT1 cell shape. We quantified the degree to which GFP-labeled AT2 cells repopulated injured β_1_^AT2-KO^ mTmG and Cre^+^ mTmG lungs by fluorescence intensity per low-power field section (Figure 10B and Supplemental Figure 12B). Immunostained sections for pro–SP-C and AGER verified the rounded GFP^+^ cells in β_1_^AT2-KO^ mTmG lungs were pro–SP-C^+^, and although rounded GFP^+^ cells were also frequently AGER^+^ (Figure 10C), very few thin GFP^+^AGER^+^pro–SP-C^+^ cells were observed in β_1_^AT2-KO^ mTmG. In Cre^+^ mTmG lungs, GFP labeling colocalized with AGER^+^ thin AT1 cells, verifying successful AT2-to-AT1 differentiation in control mice. These data demonstrate failed AT2-to-AT1 differentiation associated with impaired cell shape change and incomplete phenotypic epithelial marker differentiation in the absence of epithelial β_1_ integrin.

## Discussion

### β_1_ Integrin is exquisitely required for differentiation during repair, in contrast to development or alveolar homeostasis.

Since progenitor AT2 proliferation precedes differentiation in the injury repair cycle, the overabundance of incompletely differentiated AT2 cells in β_1_^AT2-KO^ mice reveals a substantial block in differentiation postinjury. We previously reported increased AT2 proliferation with deletion of epithelial β_1_ in both the developing and adult lung in the absence of injury (8, 9). The degree of AT2 accumulation in β_1_-deficient repair reported here far exceeds the developmental and homeostatic contexts. This relative difference in AT2 surplus, coupled with successful AT2-to-AT1 differentiation in uninjured, aged β_1_^AT2-KO^ mice (9), shows that β_1_-ECM interactions are even more critical for differentiation during repair of adult injury than during development or homeostasis. This comparison suggests that β_1_-dependent differentiation mechanisms are specifically adjusted to fit the requirements of the peripheral stem cell niche. One possible explanation is that the time interval over which cells change shape and differentiate differs between the 3 contexts of development, homeostasis, and repair. Developmental AT2-to-AT1 differentiation occurs over weeks, and sporadic AT2 replacement of AT1 cells in the adult lung occurs without the urgency of replacing a widely denuded BM. By contrast, AT2 differentiation post-LPS happens en masse with the BM exposed within hours and repopulated within days. This shorter interval makes robust upregulation of facultative differentiation pathways less likely, exposing a dependence on β_1_-mediated mechanisms for regulating differentiation. Another possible reason for the failed repair in β_1_^AT2-KO^ mice after LPS is the presence of preexisting homeostatic defects. Uninjured β_1_^AT2-KO^ mice exhibit impaired epithelial tight junctions and chronic inflammation (9). These conditions exacerbate injury, contribute to epithelial loss, and heighten demand on repair mechanisms, further exposing the dependence on β_1_-mediated differentiation mechanisms. A third possible reason for the β_1_ requirement during repair may be related to the condition of the BM. It is well known that changes in the relative amounts of ECM components will push the alveolar epithelium toward proliferation or differentiation (30), though less is known about how structural changes to the BM itself drive epithelial behavior in the alveolar stem cell niche. The mature uninjured lung has a relatively stable BM with slow turnover of BM proteins (31). However, during LPS-induced injury, inflammatory cell–associated proteases partially degrade the alveolar BM within hours (3, 4, 32). Numerous proteases degrade ECM components preferentially, thereby significantly modifying the carefully balanced alveolar BM composition (4). As different injuries induce varying types of protease release, damage to the BM components will change depending on type and severity of insult, further shifting β_1_-ECM interactions in the stem cell niche away from homeostatic conditions. In addition, individual β_1_-containing integrin pairs preferentially bind their preferred ECM ligands, thereby setting up a situation where injury-induced changes to β_1_-ECM interactions can either restrict or augment epithelial differentiation.

The progressive increase in AT2 cell number that escalates late in repair in β_1_^AT2-KO^ lungs indicates that β_1_-ECM interactions may serve as a brake on AT2 progenitor cell proliferation and could be a requisite step for progression from proliferation to differentiation during the alveolar injury repair cycle and that this stalled differentiation stimulates a feed-forward loop that creates a continued abnormal call for progenitor proliferation. The lung is unique among branched organs in that there exists a distal (in fact, intra-alveolar) epithelial progenitor representing an indigenous contributor to tissue regeneration (13–15, 33), whereas no such epithelial progenitor has been reported for the kidney, mammary gland, or pancreas. Activation of the NF-κB pathway is pro-survival and pro-proliferative in many contexts, initially reported in hyperproliferative keratinocytes with constitutive NF-κB activation (23). Although multiple signaling pathways have been proposed as positive and negative regulators of AT2 progenitor proliferation in the adult lung (13–16, 34–37), their interaction with the NF-κB pathway in the injured lung remains largely undefined, though a recent study by Sieber et al. reports NF-κB–driven airway proliferation in human idiopathic pulmonary fibrosis airway epithelial/fibroblast cocultures (38). In other organs, β_1_-containing integrins have been reported to negatively regulate epithelial proliferation, with an EGFR activation–dependent mechanism identified in the intestinal epithelium (39), but these studies do not consider progenitor proliferation in the context of repair. Consideration of our data in light of this published work suggests that β_1_ integrin restricts proliferative potential in progenitor AT2 cells in the injured distal lung.

### Failed differentiation in injured β_1_-deficient mice reveals that cell shape change is intimately tied to progression of differentiation.

We demonstrate that β_1_-ECM interactions are a requisite component for epithelial cell shape change through actin remodeling in the injured alveolus. The connection between integrins and cellular extension comes from studies in Drosophila epithelium and murine podocytes, both in the *uninjured* state (40–44). Our scRNA-Seq analysis supports the concept that cell shape change is linked to progression of differentiation, as actin remodeling pathways were enhanced in LPS-treated β_1_-deficient AT2 cells, but differentiation remained blocked with an overabundance of large, rounded AT2 cells. It is possible that loss of integrin clustering at the cell membrane disrupts the spatial specificity of Rho GTPase signaling (45). 

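Of the 5 most abundant actin cytoskeleton genes in LPS-treated AT2-like cells at day 7, *Myl6* had a log2 ratio of β_1_ AT2-KO over β_1_ fl/fl of 0.24 (0.17 to 0.32) and *Iqgap1* of 0.32 (0.24 to 0.41). *Actb* had 0.10, *Actg1* 0.04 and *Tmsb4x* −0.18 (−0.22 to −0.14). Two-sided exact permutation tests over 3 mice against 3 gave p = 0.1 for *Myl6*, the smallest possible, 0.2 for *Iqgap1*, 0.3 for *Actb*, 0.4 for *Actg1* and 0.3 for *Tmsb4x*. Among adherens junction genes besides *Iqgap1*, *Ctnnb1* had −0.13, *Actn4* 0.37, *Ctnna1* 0.21 and *Met* −0.11.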

Certainly, diffuse ezrin expression associated with persistence of a rounded cell shape and loss of lateral cellular extensions observed in LPS-treated β_1_^AT2-KO^ AT2 cells are consistent with impaired actin nucleation.

Historically, cellular identity has been defined by histological shape and directly observable characteristics of function (e.g., lamellar body synthesis by electron microscopy). The advent of single-cell transcriptomics increases the granularity with which we can group similar cells together. While this advance augments our understanding of cellular transitional states, the question of how to define groups of similar cells and the boundary between different cell identities is perhaps murkier. Previously published injury models report similar temporary and resolvable transitional cell states after bleomycin injury and other inflammatory stimuli (17, 18), which are marked by high *Krt8* expression. Our transcriptomic data demonstrated persistently blocked AT2-to-AT1 differentiation in injured β_1_^AT2-KO^ lungs, suggesting that they are stuck in a transitional state even in late repair. 

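At day 21 edgeR's test over 3 β_1_ AT2-KO and 3 β_1_ fl/fl mice found 324 of 8385 genes with an adjusted p under 0.05 in AT2-like cells, 124 higher and 200 lower in β_1_ AT2-KO. Without the filter on low counts there were 444 genes (221 higher and 223 lower), and without β_1_ AT2-KO mouse 3 there were 193. *Itgb1* had a log2 fold change of −1.22 (edgeR adjusted p = 1.4e-06, from 3.22e-21 to 3.7e-05 over the alternatives; lower in 3 of 3 β_1_ AT2-KO mice). *Hbegf* had 1.47 (edgeR adjusted p = 1.1e-04, from 1.41e-22 to 0.00215; higher in 3 of 3) and *Abca3*, which was also higher in endothelial-like cells, had 1.08 (edgeR adjusted p = 9.92e-08, from 1.56e-32 to 2e-06; higher in 3 of 3). *Areg* had 0.69 (edgeR adjusted p = 0.0103, from 5.96e-09 to 0.0989; higher in 3 of 3), which rose to 0.0972 without β_1_ fl/fl mouse 1 and 0.0989 without β_1_ fl/fl mouse 5. *Krt8* had 0.48 (edgeR adjusted p = 0.0464, from 0.00721 to 0.192; higher in 3 of 3), and it exceeded 0.05 in 5 of the 6 fits that each left out a mouse. *Sftpc* had −0.22 (edgeR adjusted p = 0.0405, from 0.00551 to 0.106; lower in 3 of 3), which rose to 0.106 without β_1_ fl/fl mouse 1, 0.0848 without β_1_ AT2-KO mouse 2 and 0.102 without β_1_ AT2-KO mouse 3. *Sftpa1*, *Aqp5* and *Ager* did not pass the adjustment. Of the 11 hallmark genes and *Itgb1* that were tested, 7 had an adjusted p under 0.05 when adjusted over the list alone and 6 when adjusted over all genes.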

Although we believe our model is unique in the degree and persistence of failed differentiation, our transcriptomic data have some similarities and differences with recently published single-cell sequencing data from LPS injury (12). The observed differences in the transitional cell state populations identified are possibly linked to technical differences in how epithelial cells were sorted; Riemondy et al. used AT2 cells selected by expression of a fluorescent reporter for *Sftpc* expression prior to scRNA-Seq, removing transitional cells with lower *Sftpc* expression.

### Loss of β_1_-mediated epithelium-ECM interactions increases susceptibility for emphysematous abnormal repair and accelerates aging.

Loss of β_1_ integrin in AT2 cells generates a senescent transcriptional signature in an otherwise uninjured youthful lung that translates into emphysematous abnormal repair with injury. Emphysema is a principal component of chronic obstructive pulmonary disease (COPD), one of the most common human pulmonary diseases that increases in incidence with age (46, 47). Although airspace expansion has been reported with either two-hit injury models or chronic repetitive low-dose LPS exposure (48–52), our β_1_-deficient mice are the first targeted epithelial deletion to our knowledge that results in subacute alveolar destruction following a single LPS exposure, underscoring the importance of epithelial β_1_ integrin in senescence and its associated pulmonary pathologies. Our scRNA-Seq pathway analysis demonstrates uninjured β_1_-deficient AT2 cells possess an inherent susceptibility to injury, as uninjured β_1_^AT2-KO^ mice exhibit upregulation of oxidative stress, senescence, and inflammatory pathways, all contributing factors to emphysema pathogenesis. LPS-challenged β_1_^AT2-KO^ mice also exhibit increased inflammation during repair, an associated finding in COPD (53), with a sustained increase in neutrophils at day 7 after LPS, potentially making prolonged exposure to elastase a contributing factor for emphysema development. At 21 days postinjury, β_1_^AT2-KO^ lungs retain elevated numbers of macrophages, a significant source of matrix metalloproteinase-9, which remodels alveolar matrix in COPD (50). It is unlikely that increased AT2 apoptosis in β_1_^AT2-KO^ lungs is the primary mechanism for the development of emphysema, as it was only present late in repair at day 21, when emphysematous structural changes had already occurred. The etiology for emphysematous alveolar remodeling in young β_1_-deficient mice is likely multifactorial but rooted in the preexisting upregulation of senescence, oxidative stress, and inflammatory pathways. Additional studies addressing how β_1_ integrin regulates these pathways would elucidate if and how β_1_-dependent mechanisms could increase susceptibility of human COPD.

In conclusion, this study shows that β_1_ integrin–mediated mechanisms are a requisite component of rapid and complete alveolar repair following even mild LPS-induced lung injury and involve regulation of AT2 proliferation, differentiation, and cell shape change. In the latter, we propose that cytoarchitectural changes, such as the formation of actin-rich lateral cellular extensions, are specifically tied to progression of AT2-to-AT1 differentiation during repair. Loss of β_1_ integrin results in upregulation of senescence, oxidative stress, and inflammatory pathways already preinjury, thereby increasing susceptibility to emphysema, a common age-related lung structural deficit.

## Methods

### Mice and LPS injury.

We induced β_1_ integrin in AT2 cells in the adult murine lung by crossing transgenic mice with inducible Cre-recombinase expression by the doxycycline-inducible reverse tetracycline transactivator under control of the SP-C promoter (SP-C rtTA Tet-O-Cre) with integrin β_1_^fl/fl^ mice (54, 55). Littermate rtTA^–^ Tet-O-Cre^–^ negative (β_1_^fl/fl^) mice were used as control mice. Doxycycline drinking water (2 g/L) was administered for 4 weeks beginning at P28 to triple-transgenic SP-C rtTA Tet-O-Cre β_1_^fl/fl^ mice (called β_1_^AT2-KO^ mice) and littermate β_1_^fl/fl^ controls, as previously described (9). Following proposed guidelines to limit Cre leak with the doxycycline-inducible system (20), we used the more faithful line 2 strain, employed a breeding strategy to keep the rtTA allele hemizygous, and utilized an injury model that targets the peripheral lung rather than the airway epithelium. After a 1-month period off doxycycline to minimize any potential toxicity from tissue-stored doxycycline, we challenged 3-month-old β_1_^AT2-KO^ and β_1_^fl/fl^ mice with a single IT dose of LPS or PBS (3 μg/g mouse weight, equivalent volume for PBS) and harvested tissue at the indicated dates. For β_1_^AT2-KO^ and β_1_^fl/fl^ mice administered delayed doxycycline, IT LPS was given at 3 months of age as above, and then doxycycline drinking water was provided from 5 days after LPS until harvest at 21 days after LPS. SP-C rtTA Tet-O-Cre (no floxed alleles) and β_1_^AT2-KO^ mice were crossed to the mTmG Cre-recombinase reporter mice. Doxycycline drinking water and LPS were administered as above. SP-C rtTA, Tet-O-Cre, and mTmG mice were purchased from The Jackson Laboratory. Integrin β_1_^fl/fl^ mice were gifted by Elaine Fuchs (Howard Hughes Medical Institute, The Rockefeller University, New York, New York, USA). All mice were maintained on the C57BL/6 background.

### Histology and morphological analysis.

For histological analysis on paraffin sections, mice were sacrificed, the right ventricle was flushed with PBS, and lungs were inflation fixed at 25 cm with 10% formalin. After paraffin processing, embedding, and sectioning, lungs were hematoxylin and eosin–stained for morphological analysis by mean linear intercept, which was calculated from images (≥10 nonoverlapping images per mouse) obtained using a ×40 objective on a Keyence BZ-X710 inverted fluorescence phase contrast microscope. Immunofluorescence staining was performed on paraffin or frozen sections. Frozen blocks were prepared from lung sections inflation-fixed with a 2:1 PBS/O.C.T. (Tissue-Tek) mixture, embedded, and sectioned at either 8 μm or 50 μm thickness. Frozen section slides were then fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100, and blocked with 5% donkey serum for 2 hours at 37°C. Slides were incubated in primary antibody overnight at 4°C, followed by secondary antibody incubation for 2 hours at room temperature. For sequential primary antibody staining, a second intervening blocking step was utilized. Nuclei were stained with DAPI, ProLong Gold mountant (Thermo Fisher Scientific P36930) was applied, and sections were imaged. High-power images were obtained using a Nikon Spinning Disk TiE inverted fluorescence confocal microscope attached to an Andor DU-897 EMCCD camera (×100 objective, 8 μm sections). All other images were obtained using the Keyence BZ-X710 microscope as above. The following primary antibodies and probes were used: anti–pro–SP-C (Abcam ab90716), anti-ABCA3 (Abcam ab24751), anti-T1α (podoplanin, Developmental Studies Hybridoma Bank 8.1.1), anti-ezrin (Cell Signaling Technology 3145S), anti–cytokeratin 8 (Origene BP5074), anti–Ki67-FITC (eBioscience 11-5698-90), anti-CD68 (Abcam ab53444 and ab125212), anti-Ager (R&D Systems AF1145), anti–Hopx-647 (Santa Cruz Biotechnology sc-398703), anti-BrdU (MilliporeSigma B2531), anti-GFP (Abcam ab13970), anti–pan-laminin (MilliporeSigma AB2034), anti–integrin β_1_ (MilliporeSigma MAB1997), anti–integrin α_5_ (Abcam ab150361), anti–integrin α_v_ (Abcam ab179475), anti–integrin β_5_ (Invitrogen PA5-118499), anti–integrin β_6_ (Invitrogen PA5-47309), anti–integrin β_8_ (Invitrogen PA5-100843), anti–phospho-p65 (Abcam ab194726), JLA20 (Developmental Studies Hybridoma Bank JLA20-s), and phalloidin (Invitrogen A12380). We applied the following secondary antibodies: anti-rabbit Alexa Fluor 405 (Invitrogen A48258), anti-rabbit Alexa Fluor 488 (Invitrogen A21206), anti-rabbit Alexa Fluor 594 (Invitrogen A21207), anti-rabbit Alexa Fluor 647 (Invitrogen A32795), anti-rat Alexa Fluor 405 (Invitrogen A48268), anti-hamster Alexa Fluor 488 (Invitrogen A21110), anti-goat Alexa Fluor 488 (Invitrogen A11055), anti-goat Alexa Fluor 647 (Invitrogen A21447), anti-chicken Alexa Fluor 488 (Invitrogen A11039), and anti–guinea pig Alexa Fluor 647 (Invitrogen A21450). TUNEL staining was performed on paraffin sections co-immunostained with pro–SP-C, per manufacturer’s kit instructions (Roche 11684795910). RNA in situ hybridization for mouse *Sftpc* was used in conjunction with immunofluorescence staining for the anti-ezrin antibody. RNA in situ hybridization was performed per manufacturer’s instructions (RNAScope, ACDBio), including positive and negative control probes. Quantification of immunostained sections was performed on at least 10 nonoverlapping images obtained with a 40× objective. JLA20 and phalloidin probe detection was quantified on lung sections (10 sections/mouse) imaged with equivalent settings using the corrected total cell fluorescence feature from ImageJ (NIH), which corrects fluorescence-integrated density for the area of the region of interest (pro–SP-C^+^ cells).

### Cell morphometry.

Day 7 and day 21 AT2 cell area and roundness were calculated using the shape descriptor feature of ImageJ with pro–SP-C^+^CD68^–^ cells used to define the region of interest.

### PCLS.

PCLS of 300 μm were generated from the lungs of 3-month-old β_1_^AT2-KO^ and β_1_^fl/fl^ mice, as previously described (56–58). Briefly, slices were cultured in DMEM:F12 for 12 hours, then incubated with BrdU (1 mM, MilliporeSigma B5002) for 4 hours prior to 48 hours of treatment with LPS (MilliporeSigma L2880, 62.5 ng/mL) and/or BAY 11-7082 (100 μM, Tocris, Bio-Techne; Bay11-7821). Slices were then fixed, paraffin-embedded, and sectioned.

### BAL.

After sacrifice, lungs were lavaged with 1 mL sterile PBS. The cells present in lavage fluid were collected by centrifugation (300*g* at 4°C for 10 minutes), resuspended, and counted. Protein content in lavage fluid was measured by BCA protein assay (Pierce catalog 23225) per manufacturer’s instructions.

### Alveolar epithelial cell isolation and G-LISA.

Primary AT2 cells were collected at indicated time points as previously described (8, 9), which yields more than 90% AT2s (59, 60). Briefly, single-cell lung suspension was generated after dispase digestion and serial filtration. Cells were then applied to plates coated with CD32 and CD45 for negative selection. Epithelial cells were then collected from medium after a 2-hour incubation. Cell lysates were then used for G-LISA small GTPase activation assay (Cytoskeleton catalog BK135), where levels of activated RhoA, Cdc42, and Rac1 were detected colorimetrically per manufacturer’s instructions.

### Single-cell data collection.

Sample collection and single-cell sequencing were performed as previously described (61). Briefly, lung lobes were harvested, minced, and incubated for 30 minutes at 37°C in dissociation media (RPMI-1640 from Gibco with 0.7 mg/mL collagenase XI and 30 mg/mL type IV bovine pancreatic DNase, both from MilliporeSigma). After incubation, tissue was disassociated into a single-cell suspension by passage through a wide-bore pipet tip and filtration through a 40 μm filter (Corning 352340). The single-cell lung suspension was then counted, aliquoted, and blocked with CD32 Fc block (BD catalog 553142) for 20 minutes on ice. After a 2% FBS staining buffer wash, cells were incubated with the conjugated primary antibodies anti-CD45 (BD catalog 559864) and anti-Ter119 (BioLegend catalog 116211). Samples from day 21 after LPS were also incubated with anti-CD326 antibody (BD catalog 563477) for epithelial enrichment.

### scRNA-Seq library preparation and next-generation sequencing.

scRNA-Seq libraries were generated using the Chromium Single Cell 5′ library preparation kits (10x Genomics) following the manufacturer’s recommendations and targeting 10,000–20,000 cells per sample. Sequencing was performed on an Illumina NovaSeq 6000. CellRanger Count v3.1 (10x Genomics) was used to align reads onto the mm10 reference genome.

### Analysis of single-cell sequencing data.

Ambient background RNA was cleaned from the scRNA-Seq data with SoupX (62) as described previously (61) using the following genes to estimate the nonexpressing cells, calculate the contamination fraction, and adjust the gene expression counts: *Dcn*, *Bgn*, *Aspn*, *Ecm2*, *Fos*, *Hbbbs*, *Hbbbt*, *Hbaa1*, *Hbaa2*, *Lyz1*, *Lyz2*, *Mgp*, *Postn*, and *Scgb1a1*. For all data sets, quality filtering was then used to remove cells with >15% or <0.1% mitochondrial mRNA and to remove cells with <700 detected genes.

Dimensionality reduction, clustering, and visualization were performed using Seurat v4.0.5 and SCTransform v0.3.2.9008 with glmGamPoi v 1.6.0 (63–65). SCTransform was run with each sequencing run as a batch variable and with the percentage of mitochondrial RNA as a regression variable. Further data cleaning was done to remove gene counts for *Gm42418*, which is likely an rRNA (66). Epithelial cells (i.e., *Epcam^+^* cell clusters) were sorted in silico for downstream analysis. Epithelial cells were annotated with manual inspection of the following marker genes: *Epcam*, *Sftpa1*, *Sftpc*, *Hopx*, *Aqp5*, *Col4a3*, *Ager*, *Foxj1*, *Dynlrb2*, *Mki67*, *Scgb1a1*, *Scgb3a2*, *Cdkn1a*, *Cldn4*, *Ascl1*, and *Scg5*. All charts and heatmaps as part of the scRNA-Seq analysis were generated with ggplot2, and all parts of the analysis were run in R 4.1.1.

Data integration was performed using a previously published data set (12). Reads were downloaded from the National Center for Biotechnology Information’s Gene Expression Omnibus (GSE113049) and processed using CellRanger Count v3.1 with the mm10 genome, followed by dimensionality reduction, clustering, and visualization as described above. Data were integrated with non-SoupX-processed data using the “IntegrateData” function in Seurat, following the workflow for data normalized with SCTransform. Samples from all experiments were combined, and clusters were annotated using marker genes described in the initial publication (12), as well as other canonical marker genes.

Cell label transfer was also utilized with a second published data set (11). The annotated data matrix (h5ad file) was accessed as directed in the analysis code published as part of the methods (11). The raw counts from this annotated data set were then processed using the Seurat workflow described above, while maintaining the published cell annotations. The Seurat “TransferData” function was then used to transfer the cell annotations onto the data set generated here.

### Statistics.

Comparison between 2 groups was performed by 2-tailed *t* test, and 4-way comparison was done by 1- or 2-way ANOVA, as indicated. Individual *P* values, *t* values, *F* values, *df*, and sample size for each group are included in the figure legends and provided in Supplemental Table 1. For graphical data, data represent mean ± SEM. ScRNA-Seq analysis was completed as above.

### Study approval.

All animal experiments were approved by the Institutional Animal Care and Use Committee at Vanderbilt University Medical Center.

### Data availability.

A complete collection of all package versions and code for all steps of the analysis is available at https://github.com/SucreLab/Itgb1LPS (commit ID c52fba2). All sequencing data have been deposited to the NCBI’s Gene Expression Omnibus database with accession number GSE205882. Values for all data points found in graphs are in the Supporting Data Values file. Other data are available upon request.

## Author contributions

EJP conceived the study; performed in vivo experiments, histological analysis, and image analysis; interpreted the data; and wrote the manuscript. JMSS interpreted the scRNA-Seq data and wrote the manuscript. FB, JJG, JTB, and KTF performed histological analysis. PMG performed in vivo experiments, histological analysis, and protein assays. XD and SK performed protein assays. WH and CSJ performed in vivo experiments. JAK, NMN, and YL analyzed the scRNA-Seq data. SHG assisted in manuscript preparation. RZ and TSB conceived of the study, interpreted the data, and wrote the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
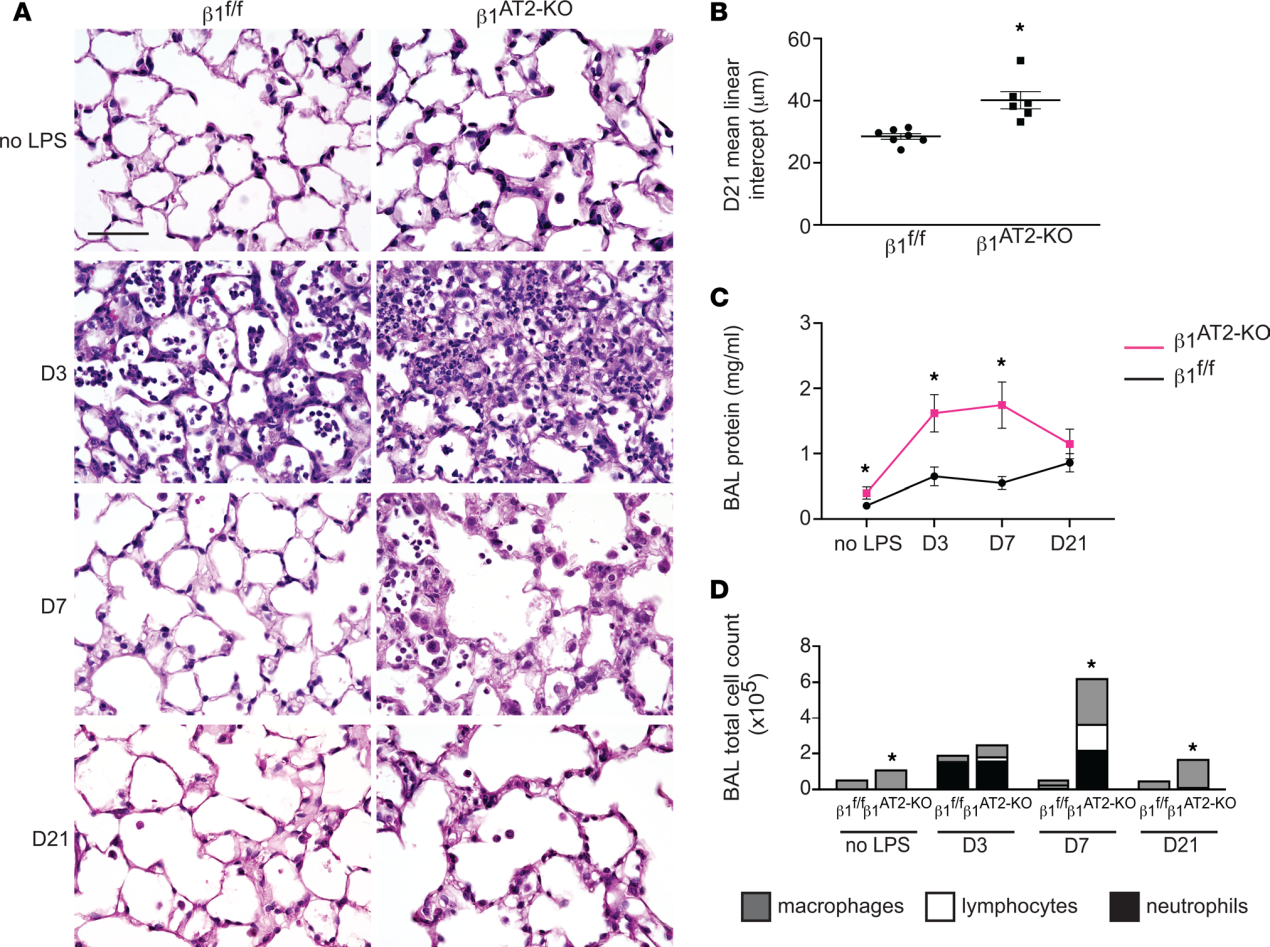
Deletion of β_1_ integrin in AT2 cells results in increased inflammation, abnormal repair, and decreased survival after LPS-induced injury. (**A**) Representative images of lung histology demonstrate increased edema at 3 and 7 days postinjury in β_1_^AT2-KO^ lungs compared with β_1_^fl/fl^ lungs, as well as persistent inflammation and emphysematous remodeling in β_1_^AT2-KO^ lungs by 21 days post-LPS. D3, D7, and D21 refer to 3, 7, and 21 days after LPS injury, respectively. (**B**) Mean linear intercept quantified emphysematous alveolar remodeling at 21 days after LPS, 28.5 ± 0.9 μm in β_1_^fl/fl^ lungs versus 40.2 ± 2.8 μm in β_1_^AT2-KO^ lungs (*n* = 6–7 mice/group, *P* = 0.0014 by 2-tailed *t* test). (**C**) Bicinchoninic acid (BCA) protein assay quantified increased bronchoalveolar lavage (BAL) fluid protein in uninjured β_1_^AT2-KO^ lungs and at 3 and 7 days post-LPS injury in β_1_^AT2-KO^ lungs compared with β_1_^fl/fl^ lungs at the same time points (*n* = 6–14 mice/group, 2-tailed *t* test comparing genotypes at each time point, *P* = 0.0485 for uninjured mice; *P* = 0.0036 at D3; *P* = 0.005 at D7; *P* = 0.2628 at D21). (**D**) BAL cell counts are significantly increased in β_1_^AT2-KO^ lungs compared with β_1_^fl/fl^ littermates in uninjured mice and at 7 and 21 days post-LPS. Peak inflammation is present at 7 days in β_1_^AT2-KO^ lungs, 55,663 ± 3,306 cells/mL in β_1_^fl/fl^ BAL fluid versus 624,000 ± 118,753 cells/mL in β_1_^AT2-KO^ BAL (*n* = 6–26 mice/group, 2-tailed *t* test comparing genotypes at each time point, *P* = 0.0002 for uninjured mice; *P* = 0.0730 at D3; *P* = 0.0007 at D7; *P* < 0.0001 at D21). Total numbers of BAL fluid macrophages are significantly increased in uninjured β_1_^AT2-KO^ mice and at D7 and D21; lymphocytes and neutrophils are significantly increased in β_1_^AT2-KO^ BAL at D7 only. Scale bar = 50 μm for **A**. * *P* < 0.05.

**Figure 2:**
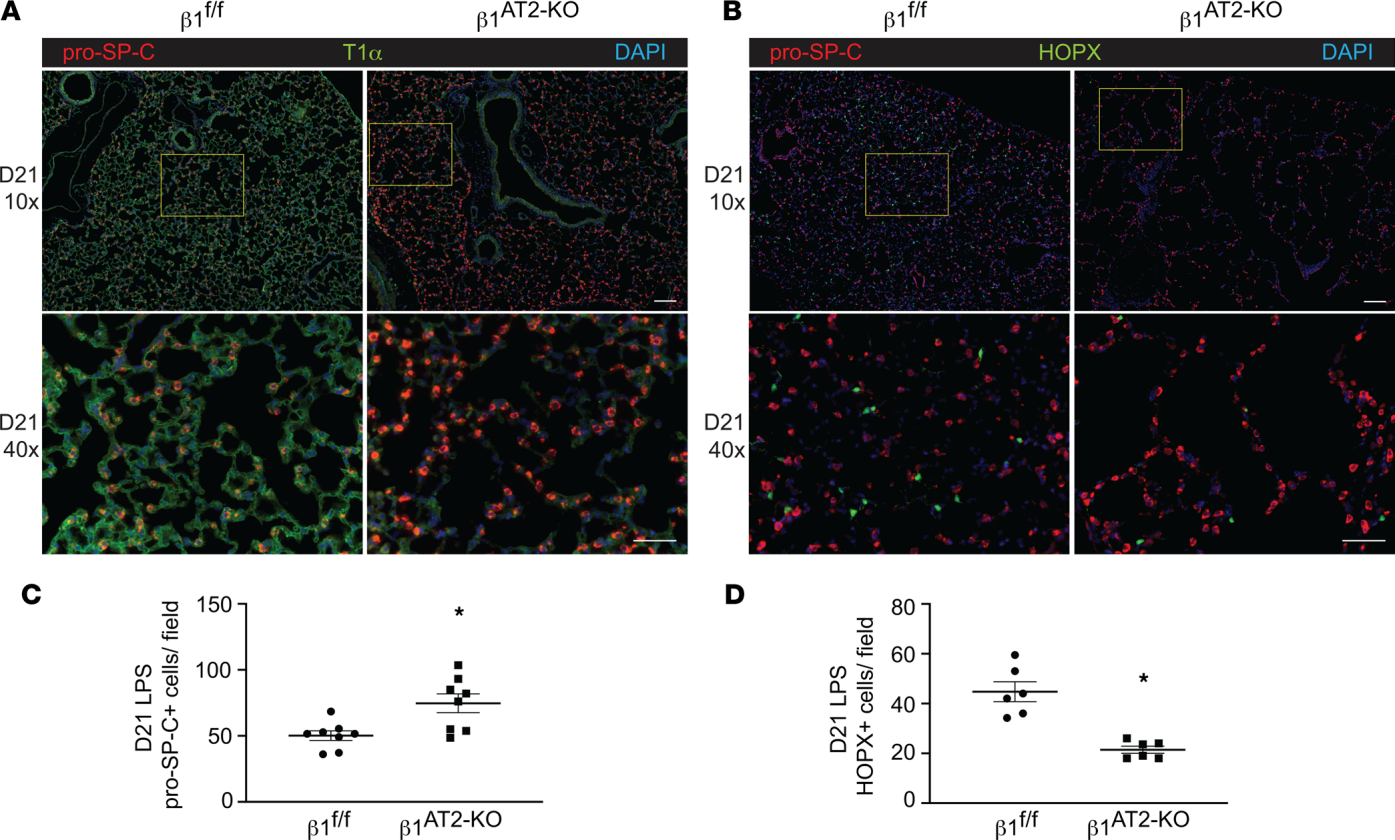
Lungs deficient in β_1_have increased AT2 cell number and decreased AT1 cells at 21 days after LPS injury. (**A**) Representative low-power (original magnification, 10×) and inset high-power images (original magnification, 40×, denoted by yellow boxes) of β_1_^fl/fl^ and β_1_^AT2-KO^ lungs 21 days after LPS (D21), immunostained for AT2 marker pro–SP-C (red) and AT1 marker T1α (green). (**B**) Representative images of D21 β_1_^fl/fl^ and β_1_^AT2-KO^ lungs immunostained for pro–SP-C (red) with the AT1 marker Hopx (green), insets as in **A**. (**C**) Quantification of the number of pro–SP-C^+^ AT2 cells per field (*n* = 8 mice/group, 10 original magnification, 40× sections/mouse; *P* = 0.0086). (**D**) Hopx^+^ cells per field (*n* = 6 mice/group, 6 original magnification, 20×, sections/mouse; *P* = 0.0003). * *P* < 0.05. Scale bar = 100 μm for 10× in **A** and **B**; scale bar = 50 μm for 40× in **A** and **B**. Two-tailed *t* test was used to compare genotypes in **C** and **D**.

**Figure 3:**
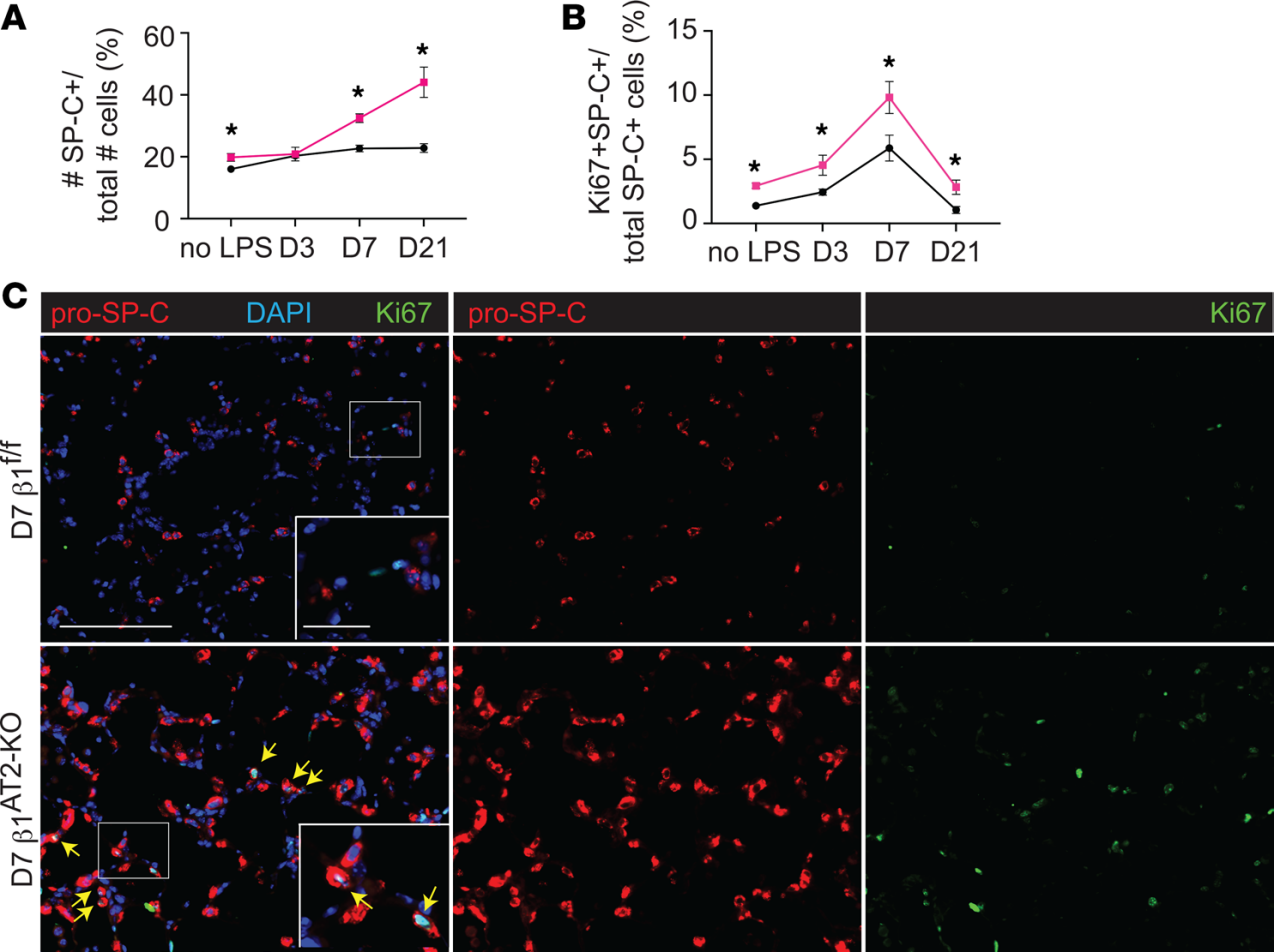
β_1_^AT2-KO^ mice have increased AT2 proliferation during alveolar repair. (**A**) Quantification of pro–SP-C^+^ cells per total cells (*n* = 6–8 mice/group; 5 sections per mouse; *P* = 0.0247 for uninjured (no LPS) mice; *P* = 0.8220 at D3; *P* = 0.0001 at D7; *P* = 0.0009 at D21). (**B**) Quantification of proliferating AT2 cells by percentage of total pro–SP-C^+^ AT2s (*n* = 6–8 mice/group, 10 sections/mouse; *P* = 0.0003 for uninjured mice; *P* = 0.0311 at D3; *P* = 0.0310 at D7; *P* = 0.0128 at D21). (**C**) Immunodetection of the proliferation marker Ki-67 (green) and pro–SP-C (red) shows peak AT2 proliferation in β_1_^AT2-KO^ lungs at day 7 (arrows) as merged or single-channel panels. Two-tailed *t* test was used to compare genotypes at each time point for **A** and **B**. * *P* < 0.05. Scale bar = 200 μm for low-power image in **C**, 50 μm for inset in **C**.

**Figure 4:**
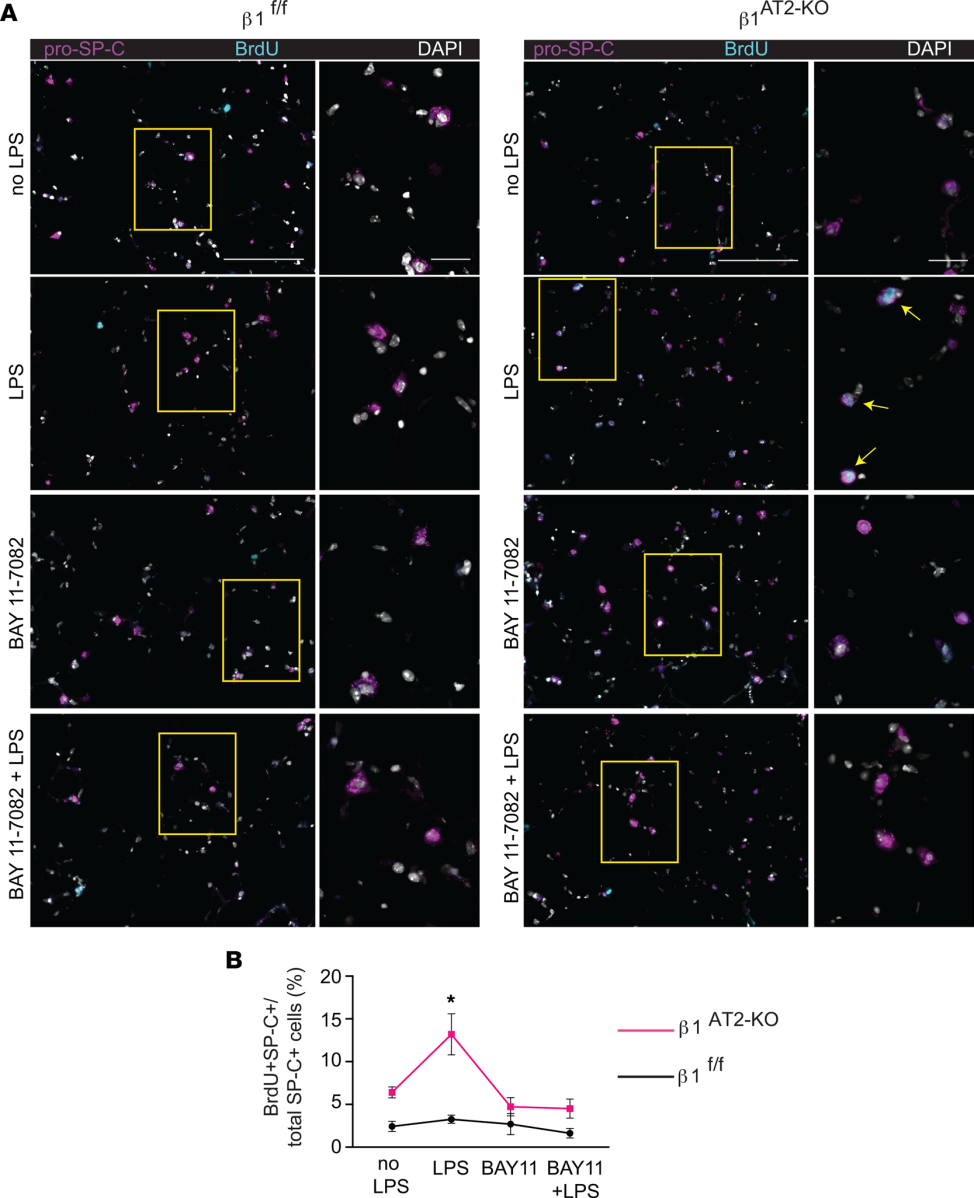
AT2 proliferation is NF-κB dependent in LPS-treated β_1_^AT2-KO^ lungs. (**A**) Representative images of BrdU-incorporated precision-cut lung slices (PCLS) treated with LPS and/or NF-κB inhibitor BAY 11-7082 for 48 hours. Slices were immunostained for BrdU (cyan) and pro–SP-C (magenta) with DAPI nuclear marker (white). (**B**) Quantification of proliferating AT2 cells by percentage of total AT2 cells (BrdU^+^pro–SP-C^+^ over total number of SP-C^+^ cells) by condition as indicated (*n* = 6–8 mice/group, 1 slice per mouse per condition, imaged and quantified 10 original magnification, 40× sections/mouse per condition, data from 5 separate experiments; *P* = 0.0010, *F* value = 6.3 for treatment variation; *P* < 0.0001, *F* value = 26.1 for genotype variation). Two-way ANOVA was used to compare treatment conditions and genotype in **B**. * *P* < 0.05. Scale bar = 100 μm for low-power images in **A**, 50 μm for inset in **A**.

**Figure 5:**
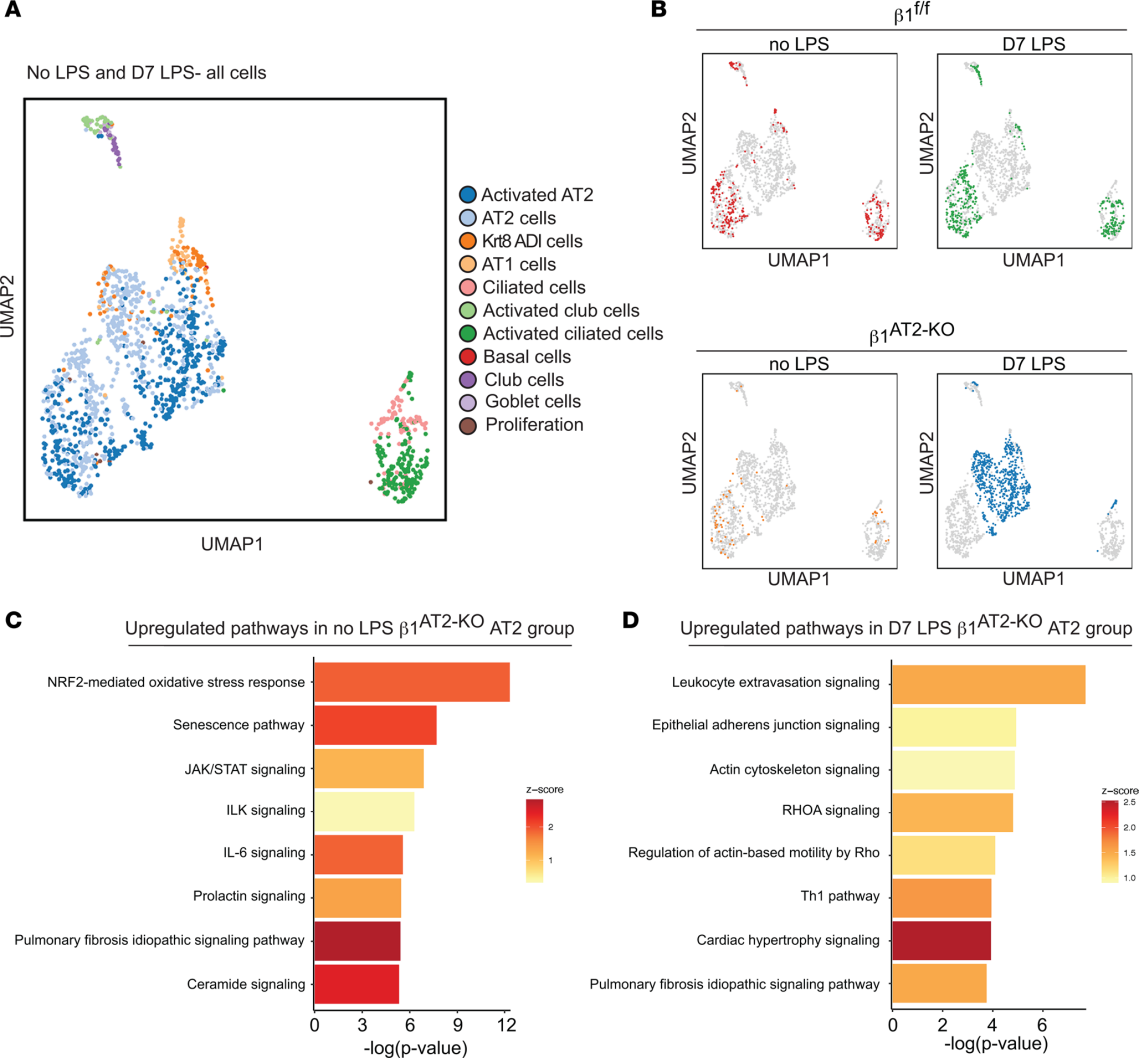
Overabundant AT2 cells are transcriptionally distinct during repair in β_1_^AT2-KO^ mice. (**A**) Uniform manifold approximation and projection (UMAP) of all epithelial cells from β_1_^fl/fl^ and β_1_^AT2-KO^ lungs with/without LPS clustered by label transfer from Strunz et al. (11). (**B**) Individual epithelial populations by group reveal transcriptionally distinct AT2s and activated AT2s in day 7 LPS-treated β_1_^AT2-KO^ lungs. (**C**) Ingenuity Pathway Analysis (QIAGEN) on combined AT2 groups from uninjured β_1_^fl/fl^ and β_1_^AT2-KO^ lungs demonstrates upregulation of oxidative stress, senescence, and inflammatory pathways in β_1_^AT2-KO^ lungs compared with β_1_^fl/fl^ lungs. (**D**) Ingenuity Pathway Analysis shows upregulation of actin cytoskeleton signaling pathways in β_1_^AT2-KO^ AT2 cells compared with β_1_^fl/fl^ AT2 cells at 7 days after LPS treatment.

**Figure 6:**
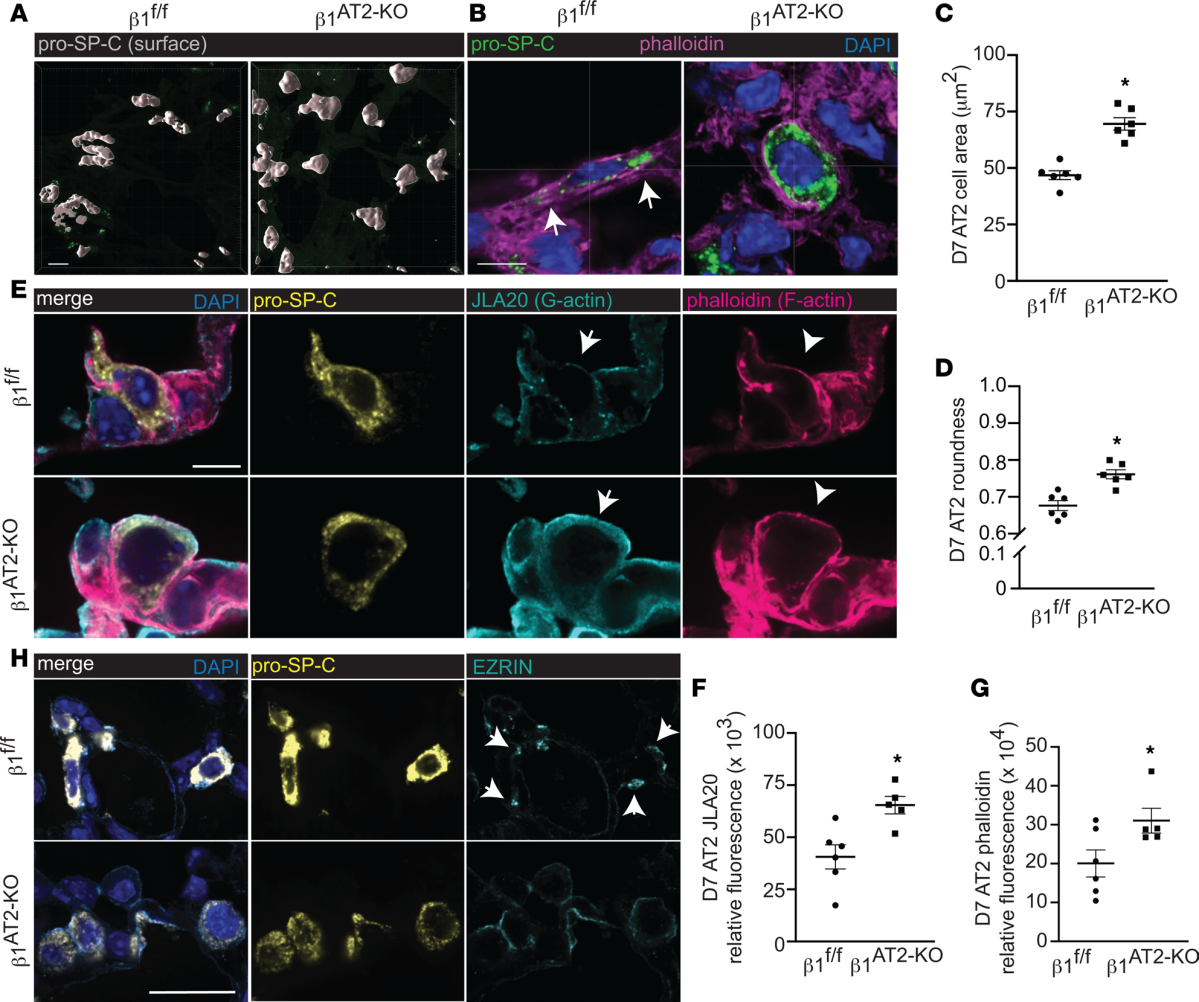
During alveolar repair, β_1_ integrin regulates actin localization and RhoA GTPase activation. (**A**) Surface rendering high-power images of pro–SP-C–immunostained, thick, frozen sections from day 7 (D7) LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ lungs. (**B**) High-power images of thick, frozen sections from D7 LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ lungs immunostained for pro–SP-C (green) with phalloidin F-actin probe (magenta); arrows indicate areas of actin-rich lateral protrusions. (**C**) Area of pro–SP-C^+^CD68^–^ AT2 cells from D7 LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ mice (46.8 ± 2.0 μm^2^ in β_1_^fl/fl^ lungs compared with 69.6 ± 2.8 μm^2^ in β_1_^AT2-KO^ lungs, *n* = 6 mice/group, ≥40 cells measured/mouse imaged from 5 sections, 2-tailed *t* test, *P* < 0.0001). (**D**) Roundness score calculated from pro–SP-C^+^CD68^–^ cells from D7 LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ mice (38–60 cells measured/mouse from 5 sections, *n* = 6 mice/group, 2-tailed *t* test comparing genotypes, *P* = 0.0009). (**E**) High-power images of frozen sections prepared at D7 after LPS β_1_^fl/fl^ and β_1_^AT2-KO^ lungs immunostained for pro–SP-C (gold) with JLA20 (cyan) and phalloidin (magenta) probes applied to detect G-actin and F-actin, respectively. Membrane localization of G-actin denoted by arrows and F-actin by arrowheads. (**F** and **G**) Quantification of JLA20 (F) and phalloidin (G) expression in pro–SP-C^+^ AT2 cells in β_1_^fl/fl^ and β_1_^AT2-KO^ lungs D7 after LPS (*n* = 5–6 mice/group, 10 sections/mouse, 2-tailed *t* test with *P* = 0.0088 for JLA20 and *P* = 0.0482 for phalloidin). (H) Representative high-power images from D7 LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ lungs immunostained for ezrin (cyan) with AT2 cells identified by RNA in situ hybridization for *Sftpc* (gold). Arrows indicate ezrin expression localized to lateral extensions in β_1_^fl/fl^ AT2 cells, whereas diffuse, nonfocal ezrin expression along the cell membrane is seen in β_1_^AT2-KO^ AT2 cells. * *P* < 0.05. Scale bar = 5 μm for **A**, **B**, and **E**; scale bar = 25 μm for panels in **H**.

**Figure 7:**
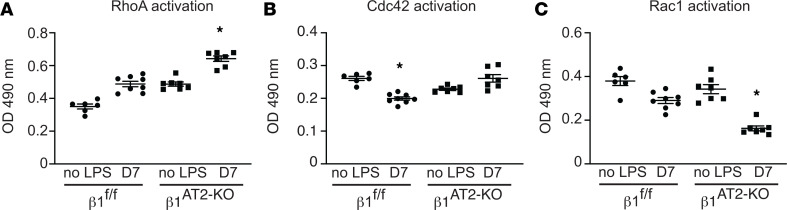
During repair, β_1_ integrin regulates GTPase activation in AT2 cells. (**A**–**C**) GTPase activation assay performed on AT2 cell lysates collected from uninjured and D7 LPS-treated β_1_^fl/fl^ and β_1_^AT2-KO^ lungs (*n* = 6–8 mice/group for each assay; in **A** RhoA 1-way ANOVA * *P* < 0.0001, *F* value 53.42, *df* = 3; in **B** Cdc42 1-way ANOVA * *P* < 0.001, *F* value 17.46, *df* = 3; in **C** Rac1 1-way ANOVA * *P* < 0.0001, *F* value 31.09, *df* = 3).

**Figure 8:**
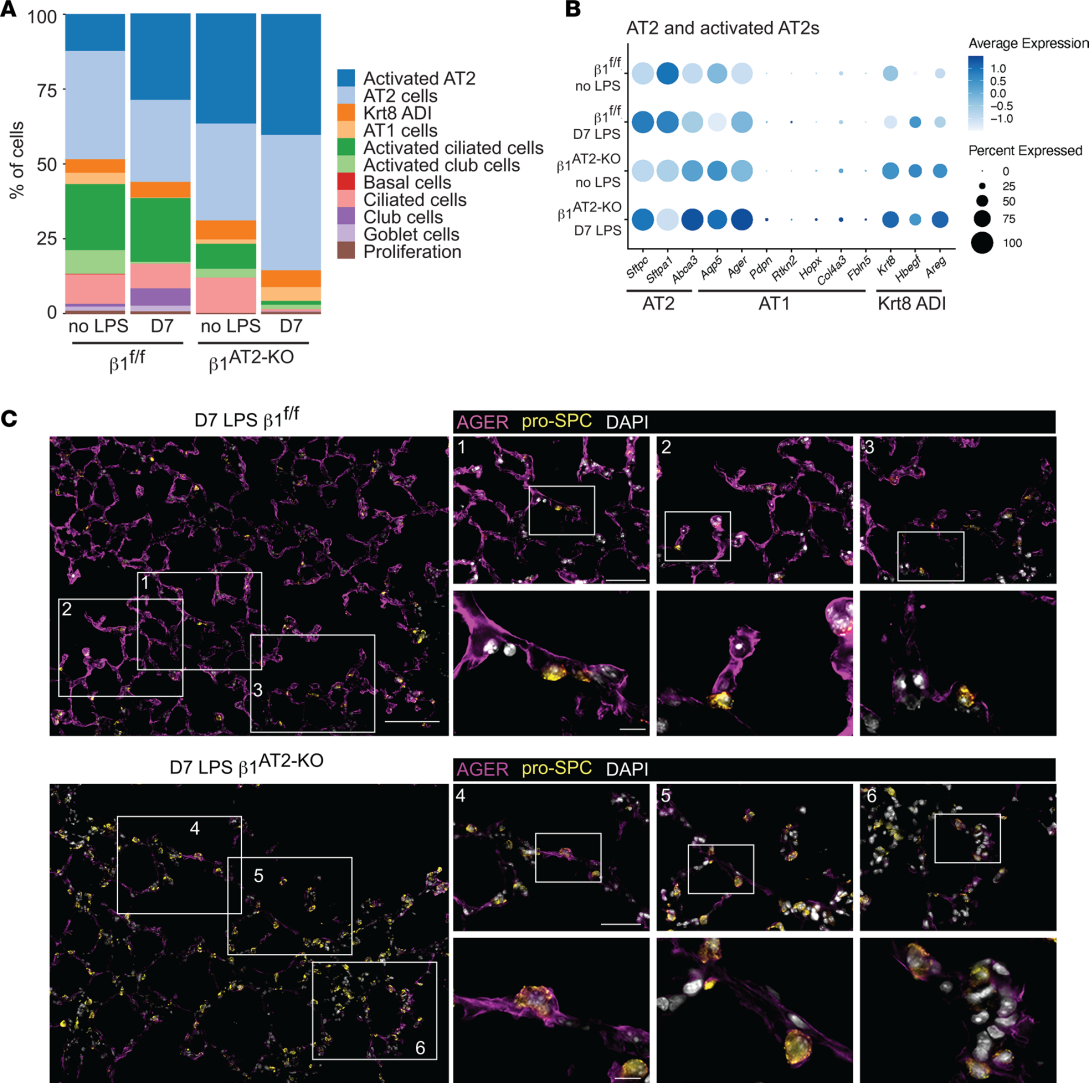
Postinjury β_1_-deficient AT2s exhibit an AT2-AT1 mixed epithelial transcriptomic phenotype. (**A**) Stacked bar graph of epithelial proportions demonstrates an expansion of the AT2 and activated AT2 populations in day 7 (D7) LPS-treated β_1_^AT2-KO^ lungs. (**B**) Marker gene expression by genotype and treatment group in AT2/activated AT2 cluster, in which higher expression is represented with a darker color and the size of the dot reflects the proportion of cells expressing that marker. (**C**) Representative low-power images from day 7 LPS-treated lung sections immunostained for the AT1 marker AGER (purple) and AT2 marker pro–SP-C (gold) demonstrate overall decreased AGER in β_1_^AT2-KO^ lungs. Three insets per low-power field show colocalization of AGER with pro–SP-C^+^ AT2 cells in D7 β_1_^AT2-KO^ lungs. Scale bar = 100 μm for low-power image in **C**, 50 μm for middle inset, and 10 μm for high-power inset.

**Figure 9:**
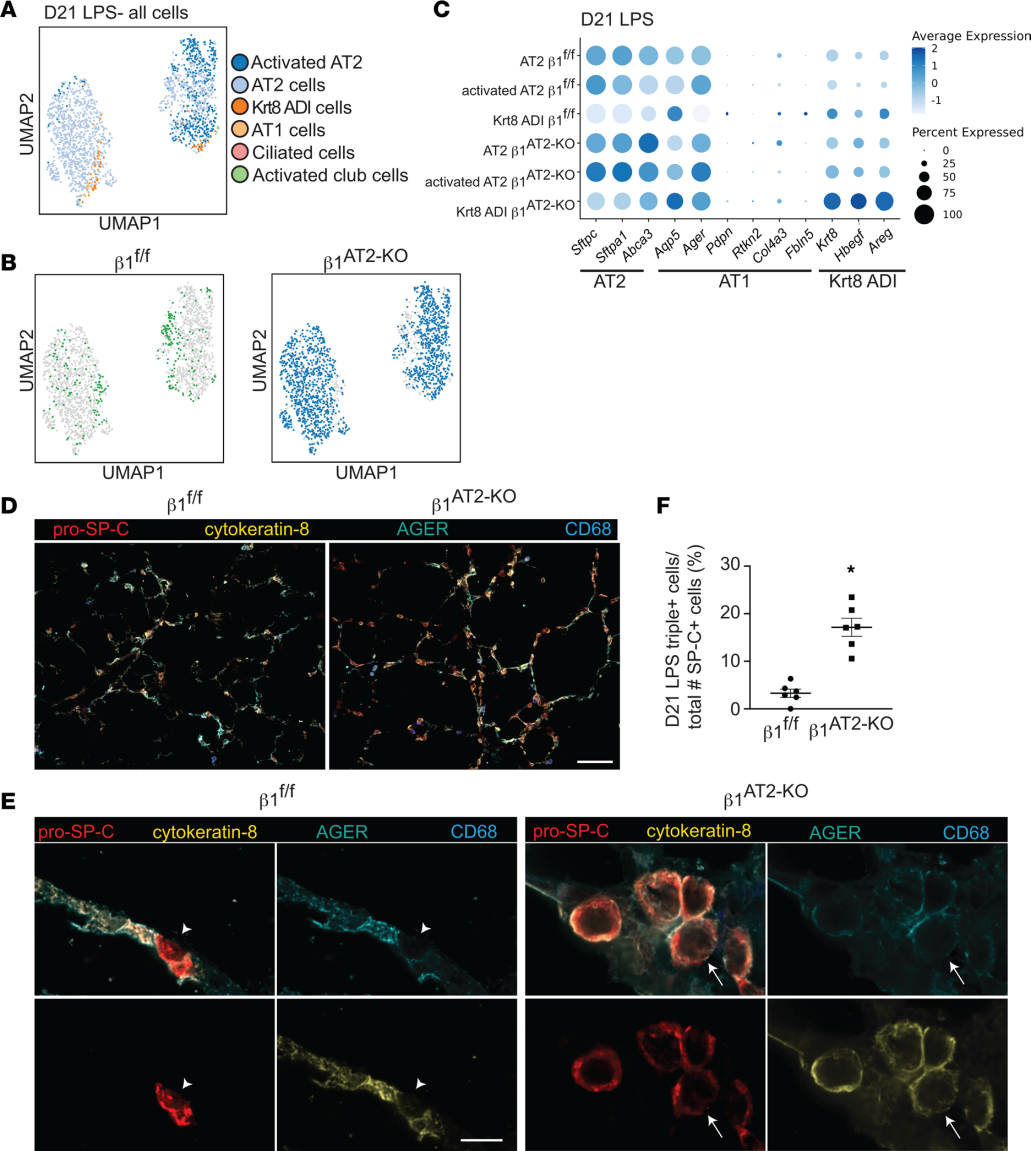
AT2s of mixed transcriptomic phenotype persist, proliferate, and maintain an enlarged, rounded cell shape in late alveolar repair. (**A**) UMAP of all epithelial cells from β_1_^fl/fl^ and β_1_^AT2-KO^ lungs 21 days after LPS treatment clustered by label transfer from Strunz et al. (11). (**B**) Individual epithelial populations by group reveal transcriptionally abundant AT2s and activated AT2s in day 21 LPS-treated β_1_^AT2-KO^ lungs. (**C**) Hallmark gene expression by genotype in AT2, activated AT2, and Krt8 ADI clusters, in which higher expression is represented with a darker color and the size of the dot reflects the proportion of cells expressing that marker. (**D**) Representative low-power images of β_1_^fl/fl^ and β_1_^AT2-KO^ lungs 21 days after LPS co-immunostained for pro–SP-C (red), cytokeratin 8 (gold), AGER (cyan), and CD68 (blue). β_1_^AT2-KO^ lungs are notable for enlarged airspaces and increased numbers of round, large pro–SP-C^+^ AT2 cells, which are distinct from alveolar macrophages. (**E**) High-power images of lung sections immunostained for pro–SP-C, cytokeratin 8, AGER, and CD68, as above, demonstrate round, large pro–SP-C^+^ AT2 cells that colocalize with cytokeratin 8, with a subset also triple positive (pro–SP-C^+^cytokeratin 8^+^AGER^+^). Arrow denotes occasional triple-positive cells in β_1_^AT2-KO^ lungs, and arrowhead marks AGER^–^ AT2 cells in β_1_^fl/fl^ lungs. (F) Quantification of pro–SP-C^+^cytokeratin 8^+^AGER^+^ triple-positive cells as a percentage of total pro–SP-C^+^ cells in day 21 LPS-treated lungs (*n* = 6 mice/group, 10 original magnification, 60×, sections/mouse, *P* < 0.0001 by 2-tailed *t* test). * *P* < 0.05. Scale bar = 100 μm in **D**, 10 μm in **E**.

**Figure 10:**
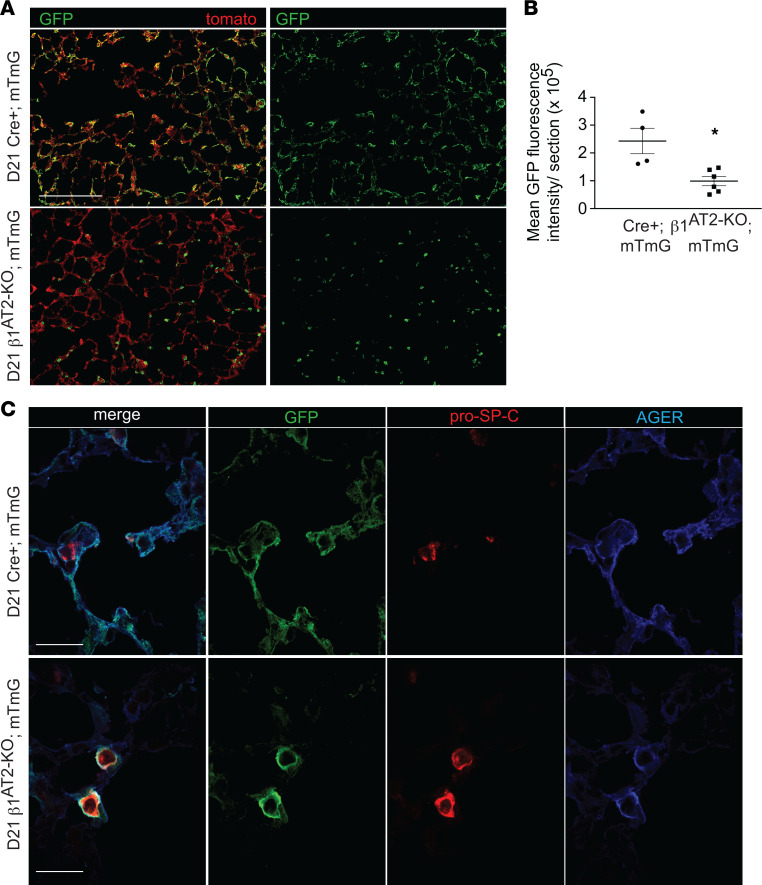
β_1_^AT2-KO^ mice fail to repopulate alveolus with cells of AT1 morphology. (**A**) Low-power images of Cre^+^ mTmG control mice demonstrate Cre-recombinase reporter–labeled GFP^+^ cells of both AT1 and AT2 cell shape repopulate the injured alveolus 21 days after LPS. GFP-labeled cells in β_1_^AT2-KO^ mTmG mice retain only AT2 morphology and fail to attain an AT1 cell shape at 21 days. (**B**) Quantification of mean GFP fluorescence intensity shows decreased area of lung repopulated by GFP-labeled cells at 21 days post-LPS in β_1_^AT2-KO^ mTmG mice (*n* = 4 Cre^+^ mTmG and 6 β_1_^AT2-KO^ mTmG mice; 10 original magnification, 20×, sections/mouse, *P* = 0.0087 by 2-tailed *t* test). (C) High-power images of Cre^+^ mTmG and β_1_^AT2-KO^ mTmG lung sections immunostained for pro–SP-C (red) and AGER (blue); tomato omitted in imaging. Large, round GFP^+^-labeled cells acquire both AT2 (pro–SP-C^+^) and AT1 (AGER^+^) markers in β_1_^AT2-KO^ mTmG lungs. GFP^+^-labeled cells possess either AT2 or AT1 markers at 21 days post-LPS in Cre^+^ mTmG lungs. * *P* < 0.05. Scale bar = 200 μm in **A** and 25 μm in **C**.

How the deposited data were processed for this re-analysis (not part of the article)

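Droplet counts of 5 libraries of sorted lung cells were analysed. They are day 7 LPS-treated β_1_ fl/fl, day 7 LPS-treated β_1_ AT2-KO, uninjured β_1_ AT2-KO given PBS, day 21 LPS-treated β_1_ fl/fl and day 21 LPS-treated β_1_ AT2-KO lungs, the day 21 libraries being enriched for CD326+ cells. The authors made the deposited counts with CellRanger Count on the mm10 genome, as UMI counts per gene and per hashtag antibody in each barcode, without normalization. Free RNA correction with SoupX, the quality filter and doublet removal are described in the paper but are not part of the deposited counts. Of the genes listed, 99.9% matched the GENCODE annotation of GRCm38 by identifier, and coordinates are from that annotation.

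Cells with at least 700 genes and 0.1 to 15% mitochondrial UMIs were kept, as in the paper's methods. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked 0%, 0%, 0.0231%, 1.08% and 1.81% of cells (in the order of the libraries above), so the highest scores were marked instead up to 0.8% of cells per 1000 barcodes, a rate chosen after seeing the data. The doublet method that the authors used is not named in the paper's text. A hashtag was in use if it held at least 1% of a library's tag counts, and a cell carried it at 4 times its background or more. Cells carried a single hashtag in 76.3%, 73.3%, 78.7%, 50.5% and 63.3% of cases and more than 1 in 14.3%, 9.41%, 11.7%, 5.53% and 4.91%, and only cells with a single hashtag enter values per mouse. Of cells with more than 1 hashtag, only 16.7%, 14.7%, 21.0%, 8.13% and 6.04% were marked as doublets. Most of them therefore stayed in the values over all cells.

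Cells of each time point were clustered together in R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2 (3000 variable genes, mitochondrial share regressed out, 30 principal components, 20 neighbours, resolution 0.8), first over all cells and then over the epithelial clusters. *Gm42418* was removed, as in the paper. The paper used the sequencing run as a batch variable, which was not done here because the run of each library was not known. The hallmark genes, *Itgb1* and the G2M and S phase lists were left out of the variable genes. Clusters were named from marker lists. Genes found in fewer than 25% more cells than the mean of the other clusters were left out of a cluster's 10 leading genes. This threshold was lowered from 50% after seeing the clusters, and at 50% no day 21 cluster was named Krt8+ ADI-like. A cluster took the class whose markers were found in the largest share of its cells. Where more of the leading genes, and at least 2, marked another epithelial class it took that class, one led by markers of another compartment was left out, and 1 day 21 cluster stayed unnamed. With doublets kept, clusters led by markers of another compartment were not left out, and the AT2-like class then holds 1 such cluster of 185 cells at day 7 and 1 of 32 cells at day 21.

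Levels, intervals and permutation tests were computed in python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A log2 ratio of libraries was computed after adding 0.5 UMIs, with its interval from the exact binomial share of the UMIs. Medians over a list use genes with at least 10 UMIs in the 2 libraries together. Shares of cells were also computed after drawing 2000 UMIs from each cell, and cells with fewer were left out. Gene lists were set against 10000 random lists, each gene replaced by 1 of the 50 genes nearest in level. They held 60 actin cytoskeleton, 37 adherens junction, 35 NF-κB, 40 oxidative stress, 32 senescence, 54 G2M, 43 S phase and 13 integrin genes. The S phase list was used only to leave its genes out of the clustering. The results of 1 further list are not reported here. Neighbours were found with scikit-learn 1.9.0 over 100 draws, and plots were drawn with matplotlib 3.10.9.

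A test over mice was added after seeing the data. Counts of AT2-like cells were summed per tagged mouse and tested with edgeR 4.0.16 (TMM normalization, default filter on low counts, quasi-likelihood test), and again with the size factors of DESeq2 1.42.0, with no filter and without each mouse. It was tested on simulated data in which 200 genes were changed, of which it recovered 174 with 10 false calls at day 7 and 182 with 2 false calls at day 21. The changed genes had at least 50 CPM and log2 changes between 1 and 2 in size. Smaller changes, like those of *Krt8*, *Ager* and *Itgb1* at day 7, were not simulated, so the recovery does not apply to them. The comparison of lists was checked with 10 simulated lists of 20 genes changed by a log2 ratio of 0.5, all of which passed the 95th percentile at both time points. Of 100 unchanged lists, 7 passed it at day 7 and 3 at day 21. No test was made from cells, since a library is 1 sample, and no paired design exists.

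The genes named were chosen by rule. They are the genes that the paper names for these data, the integrin subunits, *Top2a*, *Xist* and 4 Y-linked genes, the 5 most abundant genes of each pathway list reported, and the 6 largest rises and 6 largest falls between LPS-treated β_1_ AT2-KO and β_1_ fl/fl AT2-like cells at each time point. The ranking used an added 10 CPM, at least 50 CPM in 1 library, and a direction kept after the level in endothelial-like cells was subtracted. Genes outside the rule, such as those left out by the subtraction and *Tuba1a*, were chosen after their values were seen.

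Alternatives tried were a stricter quality filter (1000 genes, 10% mitochondrial UMIs), no doublet removal, log-normalization, resolutions 0.4 and 1.6, a gate of 4 of 8 AT2 markers in place of clusters, hallmark genes kept in the clustering, cells weighted equally, median-of-ratios scaling, subtraction of the endothelial-like level, a split by hashtag, a split by *Xist* and Y-linked UMIs, and 50 neighbours. Removal of cells with several hashtags, sex-linked genes left out of the clustering, the unnamed cluster counted as AT2-like, each mouse left out, the naming threshold, 10 UMIs required in each library for a median, the mean of the day 7 AT2-like shares over mice and the edgeR test were chosen after seeing the data. Uninjured β_1_ fl/fl lungs of day 7 and uninjured lungs of day 21 were not analysed here, label transfer from the published atlas was not repeated, and free RNA could not be corrected as in the paper because empty droplets are not among the counts used.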

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

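The tests of the chromosome 17 genes were chosen only after the results were seen, and the test of sex over autosomal genes was chosen before its own result was seen but after the edgeR genes on which it runs were known.

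Y-linked genes gave 149 CPM in day 7 LPS-treated β_1_ AT2-KO cells and none in day 7 LPS-treated β_1_ fl/fl cells (up to 0.114 CPM). They were singled out because the paper does not discuss sex-linked genes. *Xist* gave the opposite pattern, so these libraries compare male with female mice as well as genotypes. If sex caused the day 7 differences, the genes that differ would also differ between male and female mice of 1 genotype. The day 21 LPS-treated β_1_ AT2-KO library holds 1 female and 2 male mice. Over 83 autosomal genes that differed at day 7, with a median log2 ratio of 1.08 in the direction of the change, the ratio of male over female mice in that library had a median of −0.0631 (quartiles −0.23 to 0.08), and 31 of 83 genes went in the same direction. This argues against sex as the main cause for these genes as a set, with the limit that the comparison rests on 1 female mouse. Between genotypes at day 21, 66 of the 83 went in the day 7 direction, with a median of 0.42, but sex also differed in part between those mice. For single genes sex remains open at day 7.

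After 10 CPM were added to both levels, *Abca17* had a log2 ratio of β_1_ AT2-KO over β_1_ fl/fl of 2.80 at day 7 and 2.45 at day 21, and *H2-DMb2* had 2.30 at day 7. They were singled out as signals in genes that the paper does not discuss. *Abca17* lies on chromosome 17 beside *Abca3*, *Rnps1* and *Eci1* (24264259 to 24439348), and *Rps2* lies at 24718116. *Rps2* and *Rnps1* were chosen after their values were seen. Among windows of 5 neighbouring genes, those with *Abca17*, *Abca3*, *Rnps1* and *Eci1* had a median log2 ratio of 0.94 (ranks 3 and 4 of 6363) at day 7 and 1.06 (ranks 1 and 2 of 7743) at day 21. In AT2-like cells, 8 of 9 β_1_ AT2-KO mice lay above all 6 β_1_ fl/fl mice for *Abca17* and *Abca3*, all 9 for *Eci1*, and 8 of 9 below them for *Rps2*. The exception is mouse 1 of the uninjured β_1_ AT2-KO library, with 270 CPM of *Abca3* in AT2-like and 38.1 CPM in endothelial-like cells. Library preparation, depth or batch would act on all mice of that library, but *Abca3* in endothelial-like cells differed by a log2 ratio of 2.00 between mice 2 and 3 and mouse 1, which argues against it as the only source. Free RNA from AT2 cells would raise *Sftpc* as well. In endothelial-like cells *Sftpc* had a log2 ratio of −2.27 between uninjured β_1_ AT2-KO and day 7 β_1_ fl/fl lungs, while *Abca3* had 1.30, which argues against free RNA in the uninjured library. Between the LPS-treated libraries *Sftpc* rose there too, by 1.16 at day 7 and 2.40 at day 21, beside 1.59 and 2.28 for *Abca3*. At day 7 the rise of *Abca3* would need a rise of *Sftpc* larger than the one seen by a log2 ratio of 3.11 (3.00 to 3.32 over the mice), given the share of the 2 genes in AT2-like cells, which argues against free RNA as its whole source. At day 21 this log2 ratio was 1.08, so free RNA stays open for endothelial-like cells there. A secondary response of other cells to the loss of β_1_ in AT2 cells was not tested and stays open. A response limited to AT2 cells would leave other cells unchanged, but *Rps2* was lower in mesenchymal-like cells too (−0.92). This does not extend clearly to *Eci1*, which at day 7 had 1.47 in AT2-like, 0.16 in endothelial-like and 0.04 in mesenchymal-like cells. In the uninjured library it had 0.40 in endothelial-like and 0.96 in mesenchymal-like cells, and at day 21 it had 0.40 in endothelial-like cells. For *Eci1*, 2 of 9 β_1_ AT2-KO mice lay above all β_1_ fl/fl mice in endothelial-like cells and 6 of 9 in mesenchymal-like cells. Nor does it extend to *Rnps1*, which had −0.35 in endothelial-like cells at day 21. In AT2-like cells *Rnps1* was higher than in all β_1_ fl/fl mice in 6 of 9 β_1_ AT2-KO mice. For *Eci1* and *Rnps1* a change limited to AT2 cells stays open. Sex would separate *Abca3* within the day 21 β_1_ AT2-KO library, where male over female mice gave −0.0212. An inherited difference between mice near these genes would separate mouse 1 in other cell types as well. *Rps2* in endothelial-like cells differed by −0.90 between mice 2 and 3 and mouse 1, as this would predict. But *Rps2* is a ribosomal protein gene. At day 21 the median share of UMIs from 92 ribosomal protein genes was 3.39% in β_1_ AT2-KO and 6.36% in β_1_ fl/fl AT2-like cells. *Rps2* may follow that shift, so its values are weak evidence about this region. In mesenchymal-like cells, however, *Rps2* placed all 9 β_1_ AT2-KO mice, mouse 1 included, below all 6 β_1_ fl/fl mice. Mouse 1 had 1014 CPM there (857 to 1190), against 1670 CPM in the lowest β_1_ fl/fl mouse, so the cell types disagree on mouse 1. A candidate explanation is still a difference in this region carried with the alleles of the β_1_ AT2-KO mice. Whether it is a linked variant or an inserted transgene, whether mouse 1 lacks it or carries a wrong label, and whether *H2-DMb2*, farther along the chromosome at 34143307, belongs to it all stay open. For the label, *Itgb1* in AT2-like cells was not clearly lower in mice 2 and 3 than in mouse 1 (log2 ratio −0.87, −2.12 to 0.41, from 14 and 11 UMIs), and *Nupr1* in AT2-like cells placed all 9 β_1_ AT2-KO mice, mouse 1 included, below all 6 β_1_ fl/fl mice. *Gm8797* and *Tuba1a* in endothelial-like cells also placed all 9 apart from all 6. A difference between libraries would do this as well, so these values do not settle it. A change of *Abca3* or *Abca17* in AT2 cells caused by the loss of β_1_ on top of it was not tested.

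*Malt1* (log2 ratio 2.08), *Ly6i* (2.02), *Bex2* (−2.56) and *Scgb3a1* (−2.39) were among the largest changes in AT2-like cells at day 21, with 10 CPM added to both levels, and were singled out because the paper does not discuss them. *Malt1* had 196 ± 23.8 CPM in 3 β_1_ AT2-KO mice and 37.1 ± 14.8 in 3 β_1_ fl/fl mice (SD), while in endothelial-like cells its log2 ratio, without the added CPM, was −0.41, with an interval from −0.97 to 0.12, so a shift shared by all cells of the library does not account for its rise. In mesenchymal-like cells its ratio was 2.00 (1.04 to 3.07, from 27 and 14 UMIs), so a rise in these cells, or free RNA from AT2 cells in them, stays open. *Bex2* had 18.8 ± 5.30 and 149 ± 90.8 CPM. It is on the X chromosome, but the female β_1_ AT2-KO mouse, at 24.9 CPM, lay below the female β_1_ fl/fl mice, at 91.5 and 102 CPM. The other female β_1_ AT2-KO mouse, mouse 1 of the uninjured library, had 143 CPM (9 UMIs) against 0 and 35.3 CPM in the male mice of its library, so sex stays open for *Bex2*. *Malt1* and *Bex2* changed in the same direction at day 7 (1.60 and −1.68, with 10 CPM added). *Ly6i* had 159 ± 120 and 31.9 ± 14.3 CPM, with the spread of β_1_ AT2-KO mice as wide as the difference. *Scgb3a1*, a club cell gene used to name clusters, had 7.61 ± 1.51 CPM in β_1_ AT2-KO and 0.656 ± 1.14 CPM in β_1_ fl/fl mice with a hashtag. Its fall over all cells therefore sits in β_1_ fl/fl cells without a single hashtag, and the mice do not bear it out. For *Malt1* and *Bex2*, effects of genotype and of the library were not separated by any test.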

How the results depend on the processing

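Alternatives that were chosen only after seeing the data are the removal of cells with several hashtags, sex-linked genes left out of the clustering, the unnamed cluster counted as AT2-like, the naming threshold, each mouse left out, 10 UMIs required in each library, the share over mice and the edgeR test over mice. No paired analysis was possible because no mouse gave cells to both genotypes or both treatments and no numbering pairs the mice. The *Xist* and Y-linked splits were not run at day 7, where 1 library had 1 and 0 such AT2-like cells. At resolution 0.4 no Krt8+ ADI-like class formed at day 21, and none formed at the higher naming threshold, so these settings give no values for it.

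Of the values under alternatives other than leaving out a mouse, 277 of those that answer a comparison stayed within the SD between mice of the first value, 22 moved beyond it, and 2 values that exceeded that SD changed sign. For the other results these counts were 364, 27 and 3. Counting also values within the SD, 11 and 15 changed sign. Among those that answer a comparison are the day 21 AT2 marker median (0.14 at resolution 1.6, 0.00 in Y-linked cells), the AT1 marker median in Krt8+ ADI-like cells (−0.07 with the stricter filter, −0.02 with log-normalization, −0.38 with 10 UMIs in each library) and the Krt8+ ADI marker median of LPS-treated over uninjured β_1_ AT2-KO (above 0 with doublets kept, the marker gate, median-of-ratios scaling and the split by hashtag). Median-of-ratios scaling shifted the log2 ratios of all genes of a comparison by 1 amount, which was −0.03 at day 7 and −0.05 at day 21 for LPS-treated β_1_ AT2-KO over β_1_ fl/fl, 0.07 for LPS-treated over uninjured β_1_ AT2-KO and −0.01 for uninjured β_1_ AT2-KO over LPS-treated β_1_ fl/fl. Under all alternatives run other than leaving out a mouse, *Itgb1* stayed lower in β_1_ AT2-KO AT2-like cells (from −0.78 to −0.49 at day 7, and reaching −1.64 at day 21), the Krt8+ ADI markers stayed higher in LPS-treated β_1_ AT2-KO than β_1_ fl/fl AT2-like cells (0.37 to 0.69 and 0.52 to 1.14), and the AT2-like share stayed higher in LPS-treated β_1_ AT2-KO lungs (22.2 to 34.2 points). No setting gave an AT1-like cluster at day 7.

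Resolution 1.6 moved the day 7 AT1 marker median from 0.62 to 0.42. At day 21 it moved *Itgb1* to −1.64, the AT2 marker median from −0.05 to 0.14, the Krt8+ ADI marker median from 0.94 to 0.52, the AT1 marker median in Krt8+ ADI-like cells from 0.44 to 1.57 and the G2M ratio from 0.18 to 0.0439. *Sftpc* at day 21 reversed there, from −0.11 to 0.14. Requiring 10 UMIs in each library moved the AT1 marker median in Krt8+ ADI-like cells to −0.38, where 3 genes are left. Keeping doublets, and with them clusters led by endothelial markers, moved the day 7 AT1 marker median to 0.44. The marker gate moved the day 21 AT1 marker median from 0.29 to 0.45. Against the uninjured β_1_ AT2-KO library, it moved the AT2 marker median of uninjured β_1_ AT2-KO over LPS-treated β_1_ fl/fl from 0.18 to 0.40 and that of LPS-treated over uninjured β_1_ AT2-KO to −0.31. It also moved the Krt8+ ADI marker median of uninjured β_1_ AT2-KO over LPS-treated β_1_ fl/fl from 0.71 to 0.14 and the AT1 marker median of LPS-treated over uninjured β_1_ AT2-KO from 0.29 to 1.03. The split by hashtag moved the day 21 AT1 marker median to 0.14, *Xist* cells reversed it to −0.0596 and Y-linked cells to −0.18. In Y-linked cells the G2M ratio was 0.27 and *Krt8* reversed to −0.15, both from 23 β_1_ fl/fl cells. With edgeR over mice *Ager* at day 21 reversed from 0.18 to −0.00656. In Krt8+ ADI-like cells the AT2 marker median moved from 0.66 to 0.33 with the stricter filter, 0.14 with log-normalization and 1.19 with cells weighted equally. Subtracting the endothelial-like level moved the actin cytoskeleton median from 0.25 to 0.51, with 12 genes left by construction. The share of LPS-treated β_1_ AT2-KO neighbours from their own library moved from 47.3% to 39.7% both with log-normalization and with 50 neighbours. With no filter on low counts, edgeR gave 193 genes at day 7 in place of 90, from 14887 genes tested in place of 6494, and at day 21 444 in place of 324 (221 higher and 223 lower). At resolution 1.6 a day 21 cluster of 159 cells (95 β_1_ fl/fl and 64 β_1_ AT2-KO) took no class name. A day 7 cluster of 79 cells, 64 of them LPS-treated β_1_ AT2-KO, took none either. The AT2-like class there thus holds other cells, and how much of the shifts this explains was not tested. With 42 cells drawn per library, 50 neighbours must include cells of other libraries. Apart from these points, the subtraction and the filter, the cause was not tested. Of the 24 genes with the largest changes, 22 were in the same direction under the marker gate. Their direction after subtraction of the endothelial-like level was fixed by the way they were chosen, so it is no check.

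With each mouse left out, the AT2-like share difference ranged from 22.6 to 41.7 points. At day 7, the AT1 marker median ranged from 0.43 (without β_1_ fl/fl mouse 3) to 0.69, the AT2 marker median from −0.00 to 0.10, the Krt8+ ADI marker median from 0.52 to 0.76 and *Itgb1* from −0.79 to −0.67. The actin cytoskeleton and adherens junction medians ranged from 0.18 to 0.28 and 0.20 to 0.27. Against uninjured β_1_ AT2-KO lungs, LPS-treated β_1_ AT2-KO ranged from −0.18 to −0.14 (AT2 markers), −0.13 to 0.05 (Krt8+ ADI markers) and 0.18 to 0.37 (AT1 markers). At day 21, the AT1 marker median ranged from 0.14 (without β_1_ fl/fl mouse 5) to 0.34, the AT2 marker median from −0.09 to −0.03, the Krt8+ ADI marker median from 0.88 to 1.14, *Itgb1* from −1.24 to −1.10 and the G2M ratio from 0.12 to 0.19. In Krt8+ ADI-like cells the AT1 marker median ranged from −0.04 to 0.84, the AT2 marker median from 0.65 to 0.80 and the Krt8+ ADI marker median from 0.37 to 0.74. The edgeR counts ranged from 36 to 80 genes at day 7 (41 without β_1_ fl/fl mouse 3, 55 without β_1_ fl/fl mouse 4, 54 without β_1_ AT2-KO mouse 3 and 36 without β_1_ AT2-KO mouse 4) and from 193 to 289 at day 21 (202 without β_1_ fl/fl mouse 1 and 193 without β_1_ AT2-KO mouse 3). Of the 36 genes without β_1_ AT2-KO mouse 4, 33 were among the 90, and of the 193 without β_1_ AT2-KO mouse 3, 186 were among the 324.

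The depth limits the uninjured β_1_ AT2-KO results, which rest on 42 AT2-like cells, the β_1_ fl/fl Krt8+ ADI-like results at day 21, which rest on 36, and *Pdpn*, *Rtkn2* and *Fbln5*, whose levels rest on few UMIs. The AT1 marker median of LPS-treated over uninjured β_1_ AT2-KO, 0.29, is the ratio of *Col4a3*, with 8 uninjured UMIs, and over the 3 genes with at least 10 UMIs in each library it was 0.17.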

Differences from the paper's values

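For Krt8+ ADI cells of day 7 LPS-treated β_1_ AT2-KO lungs, the share of epithelial cells was 10.7% here, while the paper's value is about 6% in Fig. 8A, read by eye. None of the alternatives set before the data were examined closed the gap, with shares from 9.65% with doublets kept to 11.65% with hallmark genes in the clustering. For AT1 cells of the same lungs no cluster was named AT1-like here (0 of 721 cells), while the paper's value is about 5% in Fig. 8A, read by eye. None of these alternatives closed the gap. AT1 cells may be counted in the Krt8+ ADI-like class, where *Col4a3* was found in 57.1% of cells, against 16.9% of AT2-like cells. Both gaps may therefore share a source, which was not tested. The cells analysed at day 7 were 1232 here, which are epithelial cells of 3 conditions, while the paper's value is 2926 cells of 4 conditions, whose type the paper does not state. The alternatives set before the data were examined gave from 1148 with the stricter quality filter to 1475 with doublets kept, and none closed the gap. The populations differ, so no direction is read from the pair.

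The paper states that the intermediate markers *Krt8*, *Hbegf* and *Areg* rose further in β_1_ AT2-KO AT2 cells after LPS. Of the 3 genes only *Areg* was higher here, with log2 ratios of LPS-treated over uninjured β_1_ AT2-KO of −0.04, −0.08 and 0.10 and a median of −0.04. The median was above 0 with doublets kept (0.16), the marker gate (0.24), the split by hashtag (0.14), median-of-ratios scaling (0.03, where all genes shift by the same 0.07, so it is no evidence on these 3 genes), and, in settings chosen after seeing the values, without uninjured β_1_ AT2-KO mouse 2 (0.01) and without LPS-treated β_1_ AT2-KO mouse 5 (0.05).

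The paper states that AT2 cells of LPS-treated β_1_ AT2-KO lungs stood apart from those of the other groups. By the share of neighbours from the same library, uninjured β_1_ AT2-KO cells stood apart most here (55.1%, against 47.3% for LPS-treated β_1_ AT2-KO cells), and among draws of equal numbers from the 3 libraries no setting put LPS-treated β_1_ AT2-KO cells highest. The paper's groups include uninjured β_1_ fl/fl lungs, which were not analysed here. Uninjured β_1_ AT2-KO cells thus had no other uninjured library to mix with, so this ranking cannot decide on the paper's statement. Between the 2 LPS-treated libraries alone, β_1_ AT2-KO cells had the higher share (76.5%, against 73.7% for β_1_ fl/fl cells). Single mice did not bear this out, with 66.1%, 78.8% and 55.2% in β_1_ AT2-KO and 79.0%, 68.7% and 70.2% in β_1_ fl/fl.

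The paper states that *Sftpc*, *Sftpa1* and *Abca3* were higher in β_1_ AT2-KO AT2 cells at day 21. Of the 3 genes only *Abca3* was higher here (1.15), while *Sftpc* and *Sftpa1* had log2 ratios of −0.11 and −0.05. Resolution 1.6 gave 0.14 for *Sftpc*. Among cells divided into 3 groups by their share of ribosomal protein UMIs, a setting not among the alternatives set before the data were examined, *Sftpc* had 0.26, 0.35 and 0.01 and *Sftpa1* had 0.04, −0.00 and −0.07.

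The paper states that *Aqp5* and *Ager* were higher in β_1_ AT2-KO Krt8+ ADI cells at day 21. Of the 2 genes *Ager* was higher here (0.44), and *Aqp5* was lower (−0.38, with an interval from −0.59 to −0.17).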

Other observations

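The tests of the AT2-like share, of the G2M list in endothelial-like cells and of *Gm8797* were chosen only after the results were seen, and the tests of the ribosomal share and of other splits of the mice were chosen before their own results were seen but after the edgeR counts were known.

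The AT2-like share of epithelial cells was 30.9 points higher in day 7 LPS-treated β_1_ AT2-KO than β_1_ fl/fl lungs. If fewer ciliated-like and club-like cells were the whole cause, the AT2-like share of all clustered cells would be alike in both. It was 3.08% in β_1_ fl/fl and 8.90% in β_1_ AT2-KO, and per mouse from 2.04% to 4.80% and from 4.13% to 8.53%, with overlap (log2 ratio of the means 0.98, n = 3 each; two-sided exact permutation test, p = 0.2, where 0.1 is the smallest possible). The ciliated-like share of all clustered cells was 1.72% and 0.297%. So fewer airway cells and more AT2-like cells cannot be told apart here as sources of the difference, since the mice overlap and each genotype is 1 sorted library. Whether cells were lost from the lung or sampled less during dissociation and sorting was not tested.

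The higher G2M level in day 21 β_1_ AT2-KO AT2-like cells (log2 ratio 0.18) may be a difference shared by the library's cells, since endothelial-like cells gave 0.16. An effect on proliferation of several cell types is not excluded.

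Of the 324 genes that differed at day 21, 256 are not ribosomal protein genes. They were followed into 3 groups of cells of equal size by their share of UMIs from 92 ribosomal protein genes. That share had a median of 3.39% in β_1_ AT2-KO and 6.36% in β_1_ fl/fl AT2-like cells. If a shift in ribosomal protein transcripts caused the other changes, they would vanish among cells of similar share, but the median log2 ratio in the direction of the change was 0.55 within the groups against 0.67 overall. The genes and their directions were taken from these same cells. The groups were also uneven, with 349, 335 and 276 β_1_ AT2-KO against 44, 58 and 117 β_1_ fl/fl cells. The ribosomal share can still differ between genotypes within a group, so the shift is not excluded as the whole cause.

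With 3 mice against 3, only 10 splits of the mice exist. Of the 10 splits, 1 split, the real one, gave as many genes with an adjusted p under 0.05 as the 90 at day 7, and 1 split gave as many as the 324 at day 21. The other splits gave at most 2 genes at day 7 and 4 at day 21. The share of splits cannot fall below 0.1 in this design, so chance cannot be excluded by this count.

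*Gm8797* and *Tuba1a*, chosen after their values were seen, set the day 7 libraries apart in several cell types. In endothelial-like cells the log2 ratio of LPS-treated β_1_ AT2-KO over β_1_ fl/fl at day 7 was −4.10 for *Gm8797* and 2.84 for *Tuba1a*, and that of uninjured β_1_ AT2-KO over LPS-treated β_1_ fl/fl was −3.83 and 3.14. In mesenchymal-like cells the ratios of the LPS-treated libraries were −4.55 and 3.03. A change limited to AT2 cells would leave these cells unchanged, so the values argue against it. The paper reports raised lavage protein and cell counts in β_1_ AT2-KO lungs, so a secondary response of other cells is not excluded. At day 21 the ratios in endothelial-like cells were −1.18 and 0.41. Library preparation or batch and a difference between the mice cannot be told apart here, since each library holds 1 genotype and the day 21 ratios are smaller but not 0. Reads shared with related genes were not tested.

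Among integrin subunits in day 7 AT2-like cells, the log2 ratio of LPS-treated β_1_ AT2-KO over β_1_ fl/fl was 0.87 (0.54 to 1.23) for *Itgav* and 0.55 (−0.12 to 1.31) for *Itgb6*. It was −0.09 for *Itga3*, 0.04 for *Itga6*, −0.05 for *Itga9*, −0.21 for *Itga5* and −0.40 for *Itgb5*. Between mice, the two-sided exact permutation test with n = 3 each gave p = 0.3 for *Itgav* and p = 0.1, the smallest possible, for *Itgb6*.

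The remaining genes chosen by the rule for the largest changes at day 21, with 10 CPM added to both levels, were *Ifi27l2a* (log2 ratio 2.59), *Eci1* (1.45), *Slc26a4* (1.36), *Scgb3a2* (−1.66, a marker used to name clusters), *Chia1* (−1.52), *Fabp5* (−1.43) and *Retnla* (−1.34). The rise of *Ifi27l2a* rests on 1 β_1_ AT2-KO mouse with 376.5 CPM, the mean over 3 mice being 144 ± 203 CPM (SD). *Fabp5* fell at both time points, with 505 ± 52.5 CPM in β_1_ AT2-KO and 1429 ± 200.4 CPM in β_1_ fl/fl mice at day 21.

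In day 21 AT2-like cells the medians of the pathway lists were 0.13 (actin cytoskeleton), 0.23 (adherens junctions), 0.32 (NF-κB), 0.07 (oxidative stress) and 0.04 (senescence), above 87.4%, 99.85%, 99.98%, 60.65% and 31.9% of random lists, while the median of all 11844 genes was 0.08.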
